# NG2/CSPG4 regulates cartilage degeneration during TMJ osteoarthritis

**DOI:** 10.3389/fdmed.2022.1004942

**Published:** 2022-10-25

**Authors:** David A. Reed, Yan Zhao, Mina Bagheri Varzaneh, Jun Soo Shin, Jacob Rozynek, Michael Miloro, Michael Han

**Keywords:** temporomandibuar joint, mechanotranduction, cartilage, cell-matrix interactions, NG2/CSPG4, ERK signaling, chondrocyte, arthopathy

## Abstract

Changes in the mechanical homeostasis of the temporomandibular joint (TMJ) can lead to the initiation and progression of degenerative arthropathies such as osteoarthritis (OA). Cells sense and engage with their mechanical microenvironment through interactions with the extracellular matrix. In the mandibular condylar cartilage, the pericellular microenvironment is composed of type VI collagen. NG2/CSPG4 is a transmembrane proteoglycan that binds with type VI collagen, and has been implicated in the cell stress response through mechanical loading-sensitive signaling networks including ERK 1/2. The objective of this study is to define the role of NG2/CSPG4 in the initiation and progression of TMJ OA and to determine if NG2/CSPG4 engages ERK 1/2 in a mechanical loading dependent manner. In vivo, we induced TMJ OA in control and NG2/CSPG4 knockout mice using a surgical destabilization approach. In control mice, NG2/CSPG4 is depleted during the early stages of TMJ OA and NG2/CSPG4 knockout mice have more severe cartilage degeneration, elevated expression of key OA proteases, and suppression of OA matrix synthesis genes. In vitro, we characterized the transcriptome and protein from control and NG2/CSPG4 knockout cells and found significant dysregulation of the ERK 1/2 signaling axis. To characterize the mechanobiological response of NG2/CSPG4, we applied mechanical loads on cell-agarose-collagen scaffolds using a compression bioreactor and illustrate that NG2/CSPG4 knockout cells fail to mechanically activate ERK 1/2 and are associated with changes in the expression of the same key OA biomarkers measured *in vivo*. Together, these findings implicate NG2/CSPG4 in the mechanical homeostasis of TMJ cartilage and in the progression of degenerative arthropathies including OA.

## Introduction

Osteoarthritis (OA) is the most common pathology affecting the temporomandibular joint (TMJ) and is characterized by extracellular matrix and cartilage degradation that is associated with limited joint mobility, pain, and diminished quality of life (1). While the etiopathogenesis of TMJ OA has yet to be fully resolved, there is consensus that a change in mechanical homeostasis is a strong initiating condition of cartilage degeneration. Mechanical forces on a tissue are transduced to the cell through the extracellular matrix (2). The pericellular matrix is a division of the extra cellular matrix that encompasses the cell. In mandibular cartilage, the pericellular matrix is composed of collagen IV, laminin, perlecan, and collagen VI (3). Collagen VI is a micro- fibrillar collagen that regulates the material properties of the pericellular matrix (4). During TMJ OA, there are changes in the distribution, organization, and quantity of collagen VI, indicating that the mechanical microenvironment of the cell may be affected during the progression of TMJ OA (5–7).

Neuron-Glial antigen 2 (AN2 in mice; Chondroitin sulfate proteoglycan 4 in humans, NG2/CSPG4) is an N-linked type I transmembrane glycoprotein with chondroitin sulfate proteoglycan components on the ectodomain. NG2/CSPG4 binds with collagen VI (8, 9). The full-length core protein without chondroitin sulfate chains is represented by a 300 kDa band. Ectodomain shedding occurs through proteolytic processing by MMP13 (10), MMP14 (11), MMP9 (12), and/or ADAM10 (13), generating a truncated, cell-associated/membrane-tethered fragment between 260 and 275 kDa (11, 13, 14). MMP13 is significantly elevated after mechanical loading on mandibular fibrochondrocytes (15, 16), suggesting that NG2/CSPG4 ectodomain shedding is contextually linked with changes in mechanical homeostasis. NG2/CSPG4 ectodomain shedding is believed to initiate the release of the intercellular domain through an α-secretase mediated process of regulated intramembrane proteolysis (17). This extracellular surface shedding and intracellular processing potentiates both inside-out and outside- in signaling (18, 19).

In mandibular condylar cartilage, NG2/CSPG4 binds with pericellular type VI collagen in articular/superficial layer cells. During the progression of TMJ OA, NG2/CSPG4 translocates from the cell membrane to the cytosol (20). In other cell types, NG2/CSPG4 internalization occurs at focal adhesions and is associated with cell-matrix dynamics and motility (19, 21). The mechanism and role of NG2/CSPG4 internalization and proteolytic processing in cartilage homeostasis has not been mechanistically resolved. However, NG2/CSPG4 has been implicated in collagen binding in limb OA chondrocytes (22) and chondrosarcomas (23). Together, these data indicate that NG2/CSPG4 signaling may be important for regulating the health and disease of cartilage in the TMJ and elsewhere.

NG2/CSPG4 regulates a wide variety of cellular processes including migration, survival, apoptosis, and differentiation, due in part to multivalent nature of the inside-out and outside- in signaling modalities of the molecule (18, 19). The intracellular C-terminal domain has acceptor sites for the extracellular signal-regulated kinases (ERK) 1/2 and protein kinase C-alpha (PKC-α) (24), binding domains for multi-PZD domain protein 1 (MUPP-1) (25), interactions with integrins (9), and regulates mTORC1 (18, 19). NG2/CSPG4 mediated regulation of the ERK 1/2 signaling cascade is particularly important for studies on mechanotransduction. The ERK 1/2 signaling axis is a critical regulator of the mechanobiological response in chondrocytes (26–31). Impact injury to cartilage activates ERK 1/2 signaling axis through MAPK, promoting key OA proteases including MMP13 and ADAMTS5 (32). ERK 1/2 signaling is activated by the release of FGF2 from the pericellular matrix (33), a growth factor that binds to NG2/CSPG4 (34). ERK 1/2 is further implicated in the progression of OA by regulating the differentiation cascade of chondrocytes (35, 36), hypertrophy (37), osteoblast differentiation (38), and regulating the fate of mesenchymal stem cells in response to mechanical loading (39).

Together, these studies illustrate that NG2/CSPG4 may be a key mechanotransductive signaling hub in mandibular fibrochondrocytes during TMJ health and disease. NG2/CSPG4 influences ERK 1/2 signaling in a wide range of cells, and chondrocyte differentiation pathways in particular. ERK 1/2 can modulate key OA proteases in a mechanical loading dependent manner in mandibular and limb chondrocytes. Here we address a key gap in knowledge regarding if NG2/CSPG4 is a significant regulator of TMJ health and disease *in vivo* and if mechanical activation of ERK 1/2 signaling occurs in an NG2/CSPG4 dependent manner. We hypothesize that NG2/CSPG4 regulates cartilage degeneration during degenerative arthropathy and the mechanobiological activation ERK 1/2. Here we mechanistically interrogate the role of NG2/CSPG4 in the homeostasis of mandibular condylar cartilage using an *in vivo* preclinical surgical instability murine model of TMJ OA and an *in vitro* compression bioreactor mechanical loading model.

## Results

### TMJ OA is associated with loss of the NG2/CSGP4 ectodomain and an internalized intracellular domain

To characterize how NG2/CSPG4 is altered in during the progression of TMJ OA *in vivo*, we analyzed mandibular condyles from wild type (c57 BL/6J) mice at 2- and 4-weeks after discectomy, and compared them with age matched non-surgical controls with immunofluorescence using an antibody against the NG2/CSPG4 ectodomain. These data illustrate that NG2/CSPG4 levels are decreased in the mandibular condylar cartilage following discectomy (Figures 1A–C). The NG2/CSGP4 ectodomain can be present as a 300 kDa full-length protein, or a 260/275 kDa shed, membrane tethered fragment that lacks the intracellular domain. To confirm that the 260/275 kDa fragment lacks the intracellular domain, we performed western blot analysis on protein samples from primary mandibular fibrochondrocytes immunolabeled using a polyclonal antibody labeled against the ectodomain and a monoclonal antibody labeled against the intracellular domain. These data illustrate that the monoclonal antibody only labeled the 300 kDa full-length fragment, confirming that the 260/275 kDa fragment lacks the intracellular domain (Figures 1D,E). To characterize NG2/CSPG4 during the progression of TMJ OA, we analyzed isolated mandibular condyles by western blot from 2-, 4-, and 8-week TMJ OA samples and compared them with non-surgical and sham controls. Western blot analysis illustrates that the sham controls have significantly more full length and shed, membrane-tethered NG2/CSPG4 fragments than the non-surgical control. In the TMJ OA samples, there is a non-significant reduction in full length NG2/CSPG4 at all stages and a significant reduction in the shed, membrane tethered fragment at 4-weeks after discectomy (Figures 1F–H). RT-qPCR illustrates that NG2/CSPG4 gene expression is significantly increased at 2-weeks after discectomy but returns to the level of the non-surgical control shortly after (Figure 1I). We had previously illustrated TMJ OA is associated with elevated levels of cytosolic NG2/CSPG4 in articular layer cells of the mandibular condylar cartilage using a polyclonal antibody raised against the full length protein (20). Using immunohistochemistry with an antibody specific to the NG2/CSPG4 intracellular domain, we illustrate that TMJ OA is associated with high levels of the NG2/CSPG4 intracellular domain in the cytosol in both a preclinical murine model (Figures 1J,K) and in a sample from a human TMJ OA patient undergoing total joint replacement (Figure 1L). Together, these data illustrate that *in vivo* TMJ OA is associated with loss of NG2/CSPG4 ectodomain fragments and an increase in the presence of the NG2/CSPG4 intracellular domain in the cytosol. These data also indicate that NG2/CSPG4 localized to the cytosol is characteristic of clinical TMJ dysfunction.

### NG2/CSPG4 knockout mice have higher levels of cartilage degeneration during early stage TMJ OA and have increased levels of key OA biomarkers

This study uses NG2/CSPG4 global knockout mice backcrossed to a c57 BL6/J line (Figure 2A). Global expression of NG2/CSPG4 was assessed by whole mount staining for a LacZ reporter inserted in a promoter driven cassette. This staining illustrates that NG2/CSPG4 is present in both primary and secondary cartilages in the craniofacial skeleton, including Meckel’s and mandibular condylar cartilage respectively (Figures 2B,C). NG2/CSGP4 knockout mice are viable through skeletal maturity. Loss of NG2/CSPG4 protein in LacZ positive tissues was confirmed in both TMJ tissue and primary cells at the gene, mRNA, and protein level (Figures 2D–I). To determine if NG2/CSPG4 regulates the rate of cartilage degeneration, TMJ OA was induced in wild-type control and NG2/CSPG4 knockout mice and the tissue was stained by safranin-o/fast green. Cartilage degeneration was graded using a modified Mankin Scoring matrix [see references (15, 16)]. NG2/CSPG4 knockout mice score significantly higher on degeneration scores than the wild-type controls for the non-surgical control mice and at 4- and 8-weeks after discectomy. This increase in the degeneration score is due to abnormal spatial distribution of proteoglycans, higher levels of hypocellularity in the articular layer cartilage, and a loss of cartilage integrity. There is no significant difference in the 12- and 16-week samples when there is high hypocellularity (Figures 3A–Y). To determine if NG2/CSPG4 knockout mice had an increase in key OA biomarkers compared to wild type controls, we screened control and TMJ OA mandibular condylar cartilage samples using RT-qPCR. In 16-week post-operative sham controls, NG2/CSPG4 knockout tissue was associated with a significant suppression of ADAMTS5, COL6a1, MCP1, PDGFrβ, and TGFβ. A moderate tissue response in the sham controls is expected in this mouse model since the joint cavity is opened and there is an inflammatory response of the tissue to the surgery (5, 16, 20). At 4-weeks after discectomy, the NG2/CSPG4 knockout tissue was associated with significant elevation of key OA proteases ADAMTS5, and MMP13 and the chemokine CCL2/MCP1. At 8- and 16-weeks after discectomy, the NG2/CSPG4 knockout tissue has significant suppression of matrix synthesis genes Col6a1, PDFGrβ, and TGFβ (Figure 4). Together, these data implicate NG2/CSPG4 as a key regulator of cartilage homeostasis during TMJ health and disease.

### Constrained static compression promotes the loss of the NG2/CSPG4 ectodomain and clathrin-mediated internalization of the intracellular domain

To evaluate if NG2/CSPG4 internalization can be induced through mechanical stress, primary mandibular fibrochondrocytes were embedded in a three-dimensional agarose-collagen scaffold, loaded in a compression bioreactor, and evaluated by western blot and immunohistochemistry (Figure 5A). Western blot analysis of NG2/CSPG4 illustrates that unloaded cells contain a full-length 300 kDa fragment and a 260/275 kDa fragment indicating separation from the intracellular domain and retention of the shed, membrane tethered ectodomain (11, 13). After mechanical loading, there are significantly lower levels of the 260/275 kDa band and retention of the full-length protein (Figures 5B,C), matching the pattern measured during the early stages of TMJ OA *in vivo*. To determine if mechanical loading is associated with an increase in intracellular NG2/CSPG4, we conducted confocal immunostaining on unloaded and loaded primary mandibular fibrochondrocytes using both the intracellular and ectodomain antibodies against NG2/CSPG4. The distribution of these antigens within the cell were visualized using a three-dimensional z-stack (Figures 5D–S). To quantify if these NG2/CSPG4 fragments were being actively transported into the cell, we calculated colocalization coefficients of NG2/CSPG4 with a marker for endocytosis, clathrin heavy chain (CHC), using three methods: the Mander’s overlap coefficient, the Pearson’s overlap coefficient, and the Costes Colocalization method. All three methods illustrate a high level of agreement that the NG2/CSPG4 intracellular domain and CHC significantly colocalize inside of the cell following mechanical loading, with all observed Costes colocalization values significant compared to randomized noise (*N* = 5; *P* > 0.95). Conversely, there is less support for colocalization between the NG2/CSPG4 ectodomain and CHC, with lower colocalization values than the intracellular domain in all cases (Figures 5T–V). These findings illustrate that the NG2/CSPG4 ectodomain is altered in response to mechanical loading, losing the shed, membrane-tethered fragment and increasing the amount of cytosolic NG2/CSPG4 intracellular domain through clathrin mediated endocytic pathways.

### NG2/CSPG4 knockout cells are transcriptionally distinct from control cells

To screen for transcriptional changes related to the loss of NG2/CSPG4, isolated mRNA was evaluated by total RNAseq. 

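Cspg4 (ENSMUSG00000032911, chromosome 9 from 56865033 to 56899870), the gene of NG2/CSPG4, had 9.37 ± 2.85 (SD, n = 4) in NG2ko and 221 ± 17.2 (SD, n = 4) in WT, in CPM (counts scaled by edgeR to library size). Its log2 fold change was -4.56 (standard error 0.22, adjusted p = 1.92e-05 from edgeR's quasi-likelihood test). Every NG2ko library had fewer Cspg4 counts than every WT library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). The level left in NG2ko was 4.23% of the WT level, and the count ranged from 563 to 1087 in NG2ko and from 13531 to 17718 in WT. The RNA came from primary mandibular fibrochondrocytes at passage 4, with 4 NG2ko and 4 WT biological replicates. The paper's sequencing methods give 14-day-old mice, and its isolation methods and the sample labels give 10 to 14 days. Stranded poly(A) libraries were sequenced from both ends. The authors removed adapter and low-quality reads, mapped with HISAT2 to the mouse genome of Ensembl, assembled with StringTie and estimated expression with StringTie and edgeR. The deposited table holds whole-number counts and FPKM for 55401 Ensembl genes in each of the 8 libraries. Total counts ran from 67197864 to 80300263 in NG2ko (median 73758682.5) and from 60317187 to 83668935 in WT (median 68049871).

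The counts were used here, scaled by TMM, and 17190 genes passed edgeR's filter on low counts. Each gene was tested with edgeR's quasi-likelihood test with genotype as the only term, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Genes are called higher or lower at an adjusted p under 0.05. Levels are given as CPM with the SD over 4 libraries. Gene lists were compared with the other genes by limma's camera test with a preset correlation of 0.01, adjusted over 27 lists, and each call was repeated with an estimated correlation. On simulated counts of the same design with 200 genes set to change, the test recovered 64.2% of genes changed 2-fold and 90.8% of genes changed 4-fold. Of its calls there, 9.22% were false.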

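NG2ko cells differed from WT cells in 2097 of 17190 genes, 937 higher and 1160 lower (adjusted p under 0.05, edgeR's quasi-likelihood test). The balance turned in a fit of FPKM that also used another filter and limma's trend method, chosen after the data were examined: at a pseudocount of 0.1, 1132 genes were higher and 868 lower. The largest rises were in genes of chromosome Y, which were read in all 4 NG2ko libraries and almost absent from the WT libraries. Xist, the RNA that coats the inactive X chromosome of female cells, went the other way. At the study's thresholds (unadjusted p under 0.05 and a log2 fold change beyond 1 in either direction), 354 genes were higher and 198 lower, 26 of these 552 on chromosome X or Y.

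Eif2s3y (ENSMUSG00000069049, chromosome Y from 1010543 to 1028594), a subunit of a translation initiation factor, had 36.7 ± 2.97 CPM (SD, n = 4) in NG2ko and 0 counts in every WT library. Against a floor of 3 counts in the 4 WT libraries together, it was at least 3379-fold higher (adjusted p = 4.31e-07, edgeR's quasi-likelihood test). Uty (ENSMUSG00000068457, chromosome Y from 1096861 to 1245739), a paralog of the histone demethylase Kdm6a, had 25.7 ± 2.07 CPM in NG2ko and 0 counts in WT, at least 2368-fold higher against the same floor. Ddx3y (ENSMUSG00000069045, chromosome Y from 1260771 to 1286629), an RNA helicase, had 91.7 ± 8.31 in NG2ko and 0.0571 ± 0.114 in WT, with all 16 of its WT counts in WT replicate 3. Kdm5d (ENSMUSG00000056673, chromosome Y from 897788 to 946316), a histone demethylase, had 40.1 ± 0.857 in NG2ko and 0.0311 ± 0.0362 in WT. All 4 measured genes of the Y-linked list were higher (4 adjusted over the list alone; camera adjusted p = 4.84e-12, and 0.00691 with an estimated correlation). The mean of this list separated the genotypes without overlap (two-sided exact permutation test, p = 0.0286). Genotype and Y-linked expression therefore cannot be told apart in these libraries. Xist (ENSMUSG00000086503, chromosome X from 103460366 to 103483254) had 1.07 ± 1.49 in NG2ko and 178 ± 51.2 in WT, a log2 fold change of -7.35 (standard error 0.94, adjusted p = 0.00383, edgeR), and is the measured member of the list x_inactivation. Of the 4 genes known to escape X inactivation that were listed, Eif2s3x (log2 fold change -0.70) and Kdm6a (-0.45) were lower, and Kdm5c (-0.36) and Ddx3x (-0.21) did not pass the test. All 4 were lower when adjusted over the list alone (camera adjusted p = 0.00188; adjusted p = 0.0985 with an estimated correlation), and Kdm6a lost its call under 8 alternatives, with an adjusted p of up to 0.0747. Of 11 entries of chromosome Y that were tested, 5 were higher. The other 6, the pseudogenes Mid1-ps1 and Gapdh-ps15 and the gene models Gm21860, Gm47283, Gm21748 and Gm21742, had counts in both genotypes and did not pass the test.

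Clec12a (ENSMUSG00000053063, chromosome 6 from 129342691 to 129364416), a lectin receptor of myeloid cells, had 1.60 ± 0.230 (SD, n = 4) in NG2ko and 0.149 ± 0.0441 (SD, n = 4) in WT, in CPM (log2 fold change 3.41, standard error 0.29, adjusted p = 6.70e-05, edgeR). Among genes called and with a mean of at least 1 CPM in the higher group, these 5 genes held ranks 1 to 5 by fold change. The next rises were in the myeloid or leukocyte genes Cyth4 (2.90), Spi1 (2.89) and Stab1 (2.86), in the macrophage protease Mmp12 (2.78) and in an entry of Nnt. The Spi1 call was lost under 9 alternatives, with an adjusted p of up to 0.0987. Below Xist and Cspg4, the largest falls include Elobl (log2 fold change -2.99), Dynap (-2.26), Megf10 (-1.88), H2bc6 (-1.77), Pcdha12 (-1.71) and Sostdc1 (-1.67). Pcdha12 lost its call under 5 alternatives, with an adjusted p of up to 0.0638. Nnt, a mitochondrial transhydrogenase, has a pair of overlapping entries that share exons, so their separate values are uncertain. Their sum was 72.1 ± 11.3 CPM (SD, n = 4) in NG2ko and 36.5 ± 2.45 in WT (two-sided exact permutation test, p = 0.0286). Without NG2ko replicate 3, the number of genes called higher was 613.

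**Figure D1:**
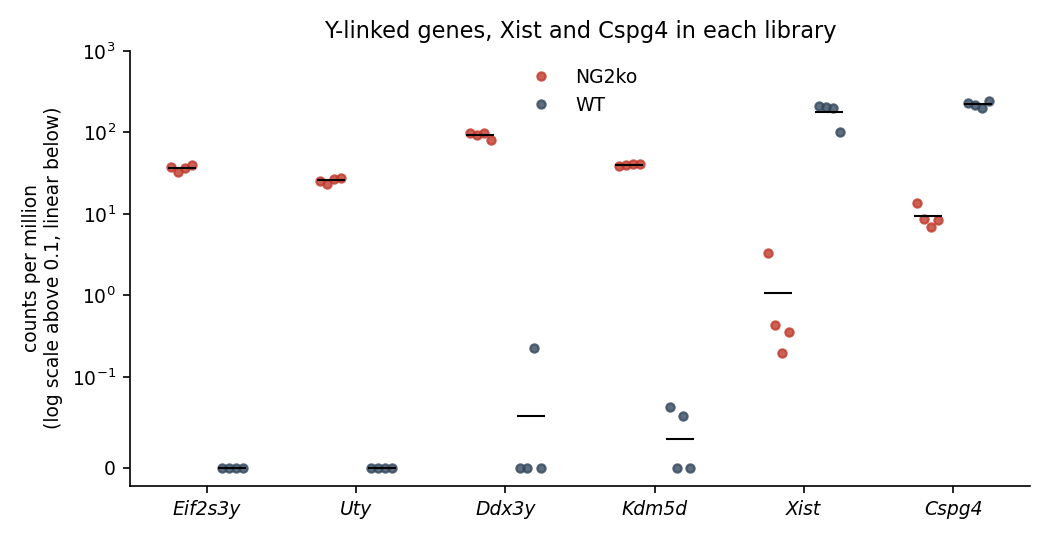
CPM of Y-linked genes, Xist and Cspg4 in each of 4 NG2ko and 4 WT libraries (points), with the group means (bars), on an axis that is logarithmic above 0.1 and linear below. Every NG2ko library lies above every WT library for Eif2s3y, Uty, Ddx3y and Kdm5d, and below for Xist and Cspg4.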

Differential gene expression was characterized by a heat map and yielded robust and significant differences in genes expression with the five most upregulated genes being Eif2s3y, Uty, Ddx3y, Kdm5d, and Clec12a. 

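Col2a1, the main collagen of cartilage, Col14a1, a fibril-associated collagen, Alpl, the alkaline phosphatase of mineralizing cells, Fgf10, a growth factor, and Mmp9, a gelatinase, were each higher in every NG2ko library than in any WT library. Of 14 measured chondrocyte genes, 11 rose and none fell, and of 16 genes of the fibrous and superficial layer 8 rose and none fell. Both lists lost their call with an estimated correlation (camera adjusted p = 0.0607 and 0.176 with an estimated correlation). Of 12 osteoblast genes, 4 rose and 4 fell. In the same libraries, all 4 measured Y-linked genes and 22 of 26 myeloid markers were higher as well.

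Mmp9 (ENSMUSG00000017737, chromosome 2 from 164940780 to 164955850) had 1.84 ± 0.475 (SD, n = 4) in NG2ko and 0.277 ± 0.0757 (SD, n = 4) in WT, in CPM, a log2 fold change of 2.72 (standard error 0.29, adjusted p = 2.27e-04 from edgeR's quasi-likelihood test). NG2ko replicate 4 had the highest Mmp9 level, at 2.54. Col14a1 (ENSMUSG00000022371, chromosome 15 from 55307750 to 55520803) had 13.2 ± 2.36 in NG2ko and 3.44 ± 0.886 in WT, a log2 fold change of 1.94 (adjusted p = 1.57e-04, edgeR). Fgf10 (ENSMUSG00000021732, chromosome 13 from 118669791 to 118789334) had 13.3 ± 1.56 in NG2ko and 3.72 ± 0.132 in WT, a log2 fold change of 1.83 (adjusted p = 6.47e-06, edgeR). Alpl, read here for the printed Alp1 (ENSMUSG00000028766, chromosome 4 from 137741733 to 137796384), had 87.1 ± 7.53 in NG2ko and 29.0 ± 6.54 in WT, a log2 fold change of 1.58 (adjusted p = 2.68e-04, edgeR). Col2a1 (ENSMUSG00000022483, chromosome 15 from 97975602 to 98004695) had 88.3 ± 6.69 in NG2ko and 49.7 ± 3.37 in WT, a log2 fold change of 0.83 (adjusted p = 6.81e-05, edgeR), which is below the study's fold threshold. All 10 genes that the text names as upregulated were higher (10 adjusted over the list alone; camera adjusted p = 4.54e-20). The study chose them on these libraries, so their direction is not independent evidence.

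Among chondrocyte genes, Hapln1 (log2 fold change 0.79), which links aggrecan to hyaluronan, the transcription factor Sox6 (0.93) and Cnmd (2.64), which encodes chondromodulin, rose most clearly. Sox9 (0.27) also rose, and Acan (0.26, adjusted p = 0.0713, edgeR) did not pass the test. All 14 chondrocyte genes were higher when adjusted over the list alone. The list's median log2 fold change was 0.82 (camera adjusted p = 3.85e-12; adjusted p = 0.0607 with an estimated correlation). Of 5 measured genes of hypertrophic chondrocytes, Panx3 (1.40), Pth1r (0.67) and Mmp13 (0.50) rose and Col10a1 (-0.44) fell, the same counts as adjusted over the list alone (camera adjusted p = 0.0116; adjusted p = 0.0985 with an estimated correlation). Col10a1 lost its call under 9 alternatives, with an adjusted p of up to 0.124, and without the members shown in Fig. 6A the list had an adjusted p of 0.161. In the fibrous and superficial layer list, 8 of 16 genes rose and none fell (9 higher adjusted over the list alone), among them Cilp (1.06), Ogn (0.88) and Fmod (0.45). This list's camera adjusted p was 4.23e-06 (adjusted p = 0.176 with an estimated correlation), and the lubricin gene Prg4 had a log2 fold change of -0.40 (adjusted p = 0.590, edgeR). Of 12 osteoblast genes, 4 rose, including Sp7 (1.12) and Omd (0.92), and 4 fell, including Bglap2 (-0.65) and Spp1 (-0.49). For osteoblast genes adjusted over the list alone, 4 were higher and 5 lower. The osteoblast list did not pass (camera adjusted p = 0.822), and its median of -0.13 and mean of 0.05 differ in sign. Of 8 measured osteoclast genes, Acp5 (1.10) rose, also when adjusted over the list alone, and the list did not pass (camera adjusted p = 0.374). Lpl (1.55) was the 1 of 5 adipocyte genes that rose, by either adjustment (camera adjusted p = 0.0408; adjusted p = 0.202 with an estimated correlation). The adipocyte call was lost under several alternatives, such as no filter (adjusted p = 0.0618). Of 16 osteoarthritis proteases and inhibitors, Mmp9 and Mmp13 rose and Timp1 (-0.46), Timp2 (-0.49) and Htra1 (-0.25) fell, with 2 higher and 4 lower adjusted over the list alone. Its median was -0.10, its mean 0.07 and its camera direction lower (adjusted p = 0.0718; adjusted p = 0.315 with an estimated correlation). The list oa_proteases_inhibitors did pass, as lower, without Mmp9, which Fig. 6A shows (adjusted p = 0.0155, camera), and with the replicate block (0.0243). Mmp9 was the list's largest rise, and leaving it out moved the mean from 0.07 to -0.11. The list also passed in 3 of the 8 fits that left out 1 library (camera adjusted p = 0.0234 to 0.0361) and in the FPKM fits (0.0324 to 0.0345). With the replicate block and in those 3 fits, its mean was above 0 (0.0393 to 0.0723). Of 4 proteases known to shed NG2, Mmp9 and Mmp13 were higher, by either adjustment, and Mmp14 (-0.06) and Adam10 (-0.11) did not pass (camera adjusted p = 0.206). Each of these lists apart from the osteoclast list holds genes that Fig. 6A shows, so their directions are not independent evidence.

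**Figure D2:**
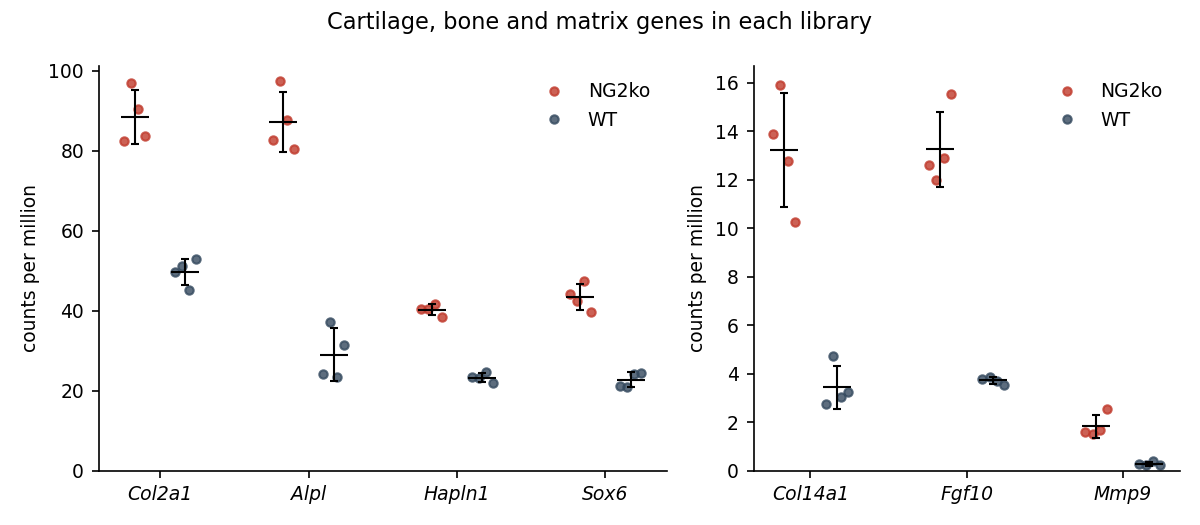
CPM of cartilage, bone and matrix genes in each of 4 NG2ko and 4 WT libraries (points), with the mean and SD (bars). For each of the 7 genes the NG2ko libraries lie above the WT libraries.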

Other notable upregulated genes include MMP9, Col14a1, Fgf10, Alp1, and Col2a1 (Figure 6A). Twenty significant gene ontology enrichment groups were identified including a number of enriched pathways related to the extracellular region/space and “positive regulation of the ERK1 and ERK2 cascade”. This gene ontology enrichment group can indicate that ERK 1/2 either is suppressed or enriched (Figure 6B). 

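Genes for extracellular proteins were over-represented among the genes that changed in NG2ko cells, both among the higher and among the lower genes. Genes of the immune system were over-represented too, almost all of them higher, at the study's unadjusted thresholds. Of 26 measured myeloid marker genes, 22 rose and none fell, with a median log2 fold change of 1.71. The largest of these by level was Lyz2, the lysozyme of macrophages.

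The gene ontology term extracellular region held 61 changed genes of 642 tested, against 20.6 by chance, 40 higher and 21 lower in NG2ko (adjusted p = 2.22e-11, one-sided Fisher's exact test over the 3949 terms with at least 5 tested genes). Extracellular space held 53 of 524, against 16.8 by chance, 31 higher and 22 lower (adjusted p = 8.33e-11, the same test). For cell adhesion the count was 32 of 278 (adjusted p = 1.80e-07, Fisher's exact test; 0.238 with the lower genes alone) and for immune system process 26 of 184 (adjusted p = 1.19e-07), with 24 of the latter higher. Changed genes here are the 552 past the study's thresholds, 382 of them with a GO annotation in use, among 11908 such genes tested. In all, 25 terms passed, 26 with the higher genes alone and 3 with the lower genes alone. The GO annotation of 1779 tested genes, 85 of them among the 552, was not analysed here. For positive regulation of ERK1 and ERK2 cascade this left 23 tested genes, of which Chil1 had changed (log2 fold change 1.03; one-sided Fisher's exact test, p = 0.528), so the test covers only part of that term.

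Lyz2 (ENSMUSG00000069516, chromosome 10 from 117277331 to 117282321) had 277 ± 20.7 (SD, n = 4) in NG2ko and 83.5 ± 7.72 (SD, n = 4) in WT, in CPM, a log2 fold change of 1.73 (standard error 0.08, adjusted p = 1.41e-06 from edgeR's quasi-likelihood test). Adgre1, which encodes the macrophage antigen F4/80, had a log2 fold change of 2.19, Laptm5 of 1.97 and Csf1r, the receptor for macrophage colony-stimulating factor, of 1.43. The complement genes C1qa (2.12), C1qb (1.73) and C1qc (1.57) rose as well. In all, 24 myeloid markers were higher when adjusted over the list alone (camera adjusted p = 1.07e-24, and 0.00205 with an estimated correlation). Itgam (1.97), Coro1a (0.68), Cd14 (0.33) and Cd163 (0.02) did not pass over all genes. Fig. 6A shows several of these markers, so the list is not independent evidence of its direction.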

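Genes of the focal adhesion pathway past the study's unadjusted thresholds lay in both directions in NG2ko cells, and those of the Wnt pathway mostly above WT. The pathways with the strongest enrichment include Staphylococcus aureus infection, osteoclast differentiation, complement and leukocyte migration, whose genes past the thresholds were mostly higher. Integrin and focal adhesion genes fixed as a list fell more often than they rose, with 9 of 31 lower and 1 higher, and the list's call was lost with an estimated correlation (camera adjusted p = 0.129 with an estimated correlation). The same libraries differ in the 4 Y-linked genes and in 22 of 26 myeloid markers.

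Of 177 tested genes of the KEGG focal adhesion pathway, 13 were past the study's thresholds, against 6.60 by chance (one-sided Fisher's exact test, p = 0.0144, adjusted p = 0.181 over 312 pathways). Directions in these pathway counts are those at the study's unadjusted thresholds. The 8 higher genes include the laminin gene Lama1 (log2 fold change 1.84), the cartilage collagens Col9a1 (3.97) and Col9a2 (1.52) and the leukocyte genes Rac2 (2.41) and Vav1 (2.38). The collagen levels were low, at 0.451 CPM in NG2ko and 0.0243 in WT for Col9a1 and 1.49 and 0.516 for Col9a2. The 5 lower genes are Parvb (-1.55), Tnxb (-1.63), Tnr (-1.15), Mylk2 (-1.12) and Shc3 (-1.08). Of the 13, Egf (log2 fold change 1.17), Mylk2 and Shc3 did not pass the adjusted p. The Wnt pathway held 11 genes past these thresholds of 130, 10 higher and 1 lower (one-sided Fisher's exact test, p = 0.00882, adjusted p = 0.131). With the higher genes alone its adjusted p was 0.0497 (Fisher's exact test). They include the ligands Wnt10b (1.42) and Wnt16 (1.15, adjusted p = 0.0819, edgeR), the receptor Fzd9 (1.74) and the antagonists Nkd1 (1.13), Sfrp2 (1.32) and Wif1 (1.48), and the lower gene is Fosl1 (-1.06). Wnt16, Camk2b (1.17, adjusted p = 0.135, edgeR) and Wnt7b (1.27, adjusted p = 0.150) did not pass the adjusted p. The Hippo pathway held 8 of 133 (one-sided Fisher's exact test, p = 0.122, adjusted p = 0.778). Of these, 7 lie above WT, among them Dlg2 (1.37), and 5 of the 7 passed the adjusted p, the others being Wnt16 and Wnt7b. The 1 below WT, which did not pass, is Tead1 (-1.85, adjusted p = 0.193, edgeR), whose level was 32.1 ± 5.29 (SD, n = 4) in NG2ko and 116 ± 103 (SD, n = 4) in WT. The members of these pathways were named after their values were seen. Osteoclast differentiation held 17 of 99 (adjusted p = 1.55e-05, Fisher's exact test), 16 of them higher, and leukocyte transendothelial migration 13 of 76 (adjusted p = 2.75e-04). In all, 17 pathways passed, and 5 passed without the Y-linked, X inactivation and myeloid lists. The unadjusted p of the focal adhesion pathway was above 0.05 without NG2ko replicate 4 (p = 0.0509, one-sided Fisher's exact test), with the stricter filter (p = 0.229) and with the higher genes alone (p = 0.113). By the same one-sided Fisher's exact test, that of the Wnt pathway was above 0.05 without WT replicate 1 (p = 0.138) or WT replicate 3 (p = 0.0527), with the stricter filter (p = 0.0760), with limma-voom (p = 0.0608) and with the lower genes alone (p = 0.727). In the FPKM fits, neither pathway's p was under 0.05 (lowest p = 0.463 for focal adhesion and 0.0635 for Wnt, Fisher's exact test). Against all annotated genes, a background that also holds genes not tested, both passed (adjusted p = 0.0233 for focal adhesion and 0.0393 for Wnt, Fisher's exact test).

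In the list of integrins and focal adhesion genes, the parvins Parvb and Parva (-0.29) and the integrin genes Itga6 (-0.81) and Itga11 (-0.41) fell, and Lims1 (0.21) rose. Parvb (ENSMUSG00000022438, chromosome 15 from 84232043 to 84315688) had 4.23 ± 0.307 (SD, n = 4) in NG2ko and 12.4 ± 0.364 (SD, n = 4) in WT, in CPM (adjusted p = 6.63e-06, edgeR's quasi-likelihood test). Adjusted over the list alone, 3 genes were higher and 12 lower (camera adjusted p = 6.47e-04; adjusted p = 0.129 with an estimated correlation). Of 15 YAP target and Hippo genes, Axl (-0.39), Ankrd1 (-0.55), Ccn2 (-0.28) and F3 (-0.25) fell and Ajuba (0.37), a LIM protein that binds LATS kinases, rose. With adjustment over the list alone, 1 was higher and 5 lower (camera adjusted p = 0.0116; adjusted p = 0.0949 with an estimated correlation). Of 19 Wnt targets and regulators, 4 rose, Nkd1, Sfrp2, Wif1 and Tcf7 (0.69), and 4 fell, Ccnd1 (-0.69), Nkd2 (-0.59), Dkk2 (-0.52) and Wnt5a (-0.34). The direct target Axin2 had a log2 fold change of 0.07 (adjusted p = 0.860, edgeR). Adjusted over the list alone, 6 were higher and 5 lower, and the list did not pass (camera adjusted p = 0.972, in the direction lower, with a median of 0.02 and a mean of 0.11). Fig. 6A shows Parvb, Sfrp2 and Ccnd1, so the integrin and Wnt lists are not independent evidence of their directions.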

Further analysis of the expression data using a KEGG enrichment analysis identified engagement with the focal adhesion pathway, the hippo pathway, and the Wnt pathway (Figure 6C). GO enrichment analysis identifying significant changes in the ERK 1/2 pathway is of note since ERK 1/2 is a mechanical loading-sensitive signaling network implicated in the progression of OA and chondrocyte differentiation.

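The mRNA of the ERK cascade itself differed little between the genotypes, while genes that ERK signaling is known to induce were lower in NG2ko cells. Of 21 measured ERK target genes, 14 fell and none rose. They include Spry4, Dusp6 and Dusp4, feedback inhibitors of the pathway, Etv5, a transcription factor, and Ccnd1, cyclin D1. Of 18 genes of the cascade, 2 rose, Map2k1 among them, and none fell. The same libraries differ in the 4 Y-linked genes, in Xist and in 22 of 26 myeloid markers.

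Ccnd1 (ENSMUSG00000070348, chromosome 7 from 144929931 to 144939925) had 542 ± 10.5 (SD, n = 4) in NG2ko and 877 ± 16.7 (SD, n = 4) in WT, in CPM (adjusted p = 6.63e-06 from edgeR's quasi-likelihood test). Etv5 (ENSMUSG00000013089, chromosome 16 from 22381309 to 22439719) had 33.0 ± 0.899 in NG2ko and 57.5 ± 1.10 in WT, a log2 fold change of -0.80 (standard error 0.0493). Fosl1, a subunit of AP-1, had 7.24 ± 0.539 in NG2ko and 15.1 ± 1.35 in WT, with the highest WT level in WT replicate 1, and Spry4 had 5.25 ± 0.324 in NG2ko and 9.85 ± 0.941 in WT. The other genes that fell were Etv4 (log2 fold change -0.94), Etv1 (-1.22), Dusp4 (-1.33), Dusp5 (-0.52), Dusp6 (-0.43), Spry1 (-0.63), Spry2 (-0.49), Spred2 (-0.41), Spred3 (-0.69) and Phlda1 (-0.65). Egr1 (-0.23), Fos (0.16), Myc (0.14), Ier3 (0.00), Epha2 (-0.02), Epha4 (0.05) and Spred1 (-0.14) did not pass. Of the target genes, 15 were lower and 1 was higher when adjusted over the list alone. The list's median log2 fold change was -0.52 (camera adjusted p = 1.66e-11, and 0.00240 with an estimated correlation). Fig. 6A shows Etv5 and Ccnd1, so the list is not wholly independent evidence. Without the members shown there, the list erk_target_genes had an adjusted p of 1.15e-08 (camera).

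Among the cascade genes, Map2k1 (ENSMUSG00000004936, chromosome 9 from 64185770 to 64253631), which encodes MEK1, had 122 ± 5.35 (SD, n = 4) in NG2ko and 104 ± 3.13 (SD, n = 4) in WT, in CPM, a log2 fold change of 0.24 (adjusted p = 0.0113, edgeR). Map2k1 lies within 20 Mb of Cspg4, and an effect of sequence kept near the deleted gene on its level was not tested. Map2k2 (0.01), which encodes MEK2, Mapk3 (-0.18), which encodes ERK1, and Rps6ka1 (0.29), which encodes a p90RSK, did not pass the test. Neither did Araf (0.03), Braf (0.20), Hras (-0.12), Nras (0.27), Sos1 (0.00), Sos2 (0.12), Grb2 (-0.61), Shc1 (-0.15), Ksr1 (-0.46), Rps6ka2 (0.19) and Rps6ka3 (0.25). With adjustment over the list alone, 3 cascade genes were higher and 2 lower, and the list did not pass (camera adjusted p = 0.532). By limma's fry, which looks only at a list's own genes, it did pass, as higher (adjusted p = 0.0118), with a mean log2 fold change of 0.03. RNA levels do not measure phosphorylation.

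**Figure D3:**
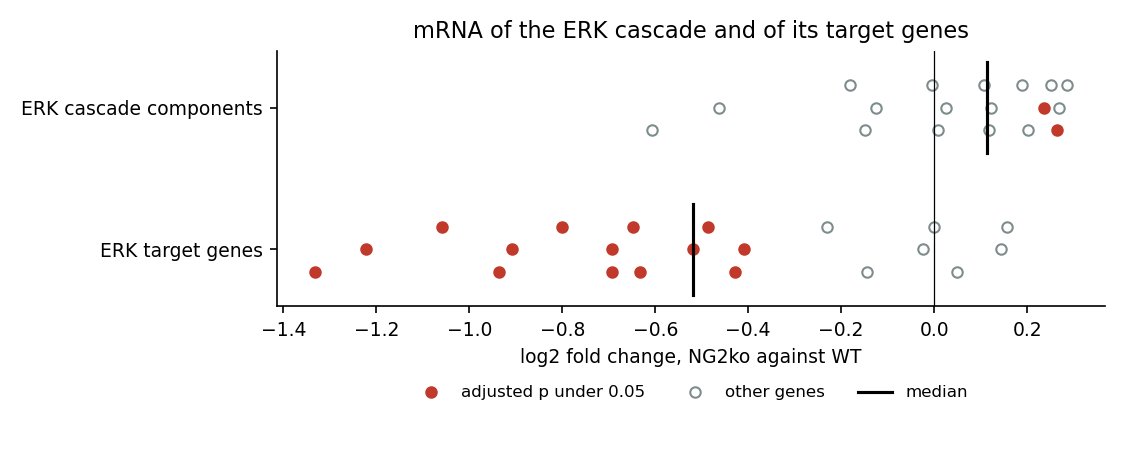
Log2 fold change, NG2ko against WT, of each measured ERK cascade and ERK target gene, with filled points for an adjusted p under 0.05 (edgeR) and bars for the medians. The target genes have a median of -0.52 and the cascade genes of 0.11.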

### NG2/CSPG4 knockout cells are associated with suppressed of p44/p42 MAPK (ERK 1/2)

To further characterize how ERK 1/2 signaling was altered in the NG2/CSPG4 knockout mice, we screened protein samples from wild-type and NG2/CSPG4 knockout primary cells by western blot for upstream regulators of the ERK 1/2 pathway including cRaf and MEK 1/2, for ERK 1/2, and the downstream target p90RSK. Cells were cultured in both normal media and serum starvation conditions. NG2/CSPG4 knockout increased phosphorylation of cRaf in a serum independent manner. Phosphorylation of MEK 1/2 was suppressed in an NG2/CSPG4 and serum dependent manner. ERK 1/2 and phosphorylated ERK 1/2 were both suppressed in an NG2/CSPG4 dependent manner but were not impacted by the presence of serum. Phosphorylation of p90RSK, a downstream target of ERK 1/2, was elevated in an NG2/CSPG4 dependent manner only in the presence of serum (Figures 7A–G). Together, these data illustrate that knocking out NG2/CSPG4 in mandibular fibrochondrocytes alters the transcriptional profile of the cell and impacts the regulation of ERK 1/2 signaling, consistent with findings in other cell types (18, 24). 

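NG2ko and WT cells formed separate groups in the RNA of passage 4 fibrochondrocytes. Of 16 genes of the integrated stress response, 12 rose and none fell in NG2ko. Of 15 cell cycle genes 4 rose and none fell, and of 9 mural and smooth muscle genes 4 fell and none rose. The cell cycle and mural lists lost their call with an estimated correlation (camera adjusted p = 0.202 and 0.106 with an estimated correlation). Of 22 pericellular matrix genes, 2 rose and 5 fell. The same libraries part by the Y-linked genes and by 22 of 26 myeloid markers.

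The first principal component held 28.5% of the variance over 17190 genes and parted the 4 NG2ko from the 4 WT libraries. The second held 15.3% and spread the WT libraries, from -46.6 for WT replicate 4 to 55.4 for WT replicate 1. Trib3 (ENSMUSG00000032715, chromosome 2 from 152337422 to 152344032), a target of the stress factor CHOP, had 131 ± 4.59 (SD, n = 4) in NG2ko and 77.5 ± 5.04 (SD, n = 4) in WT, in CPM (adjusted p = 3.38e-05 from edgeR's quasi-likelihood test). Aldh1l2 (log2 fold change 0.68), a mitochondrial folate enzyme, Atf3 (0.87), a stress-induced transcription factor, and Cth (0.54), an enzyme of cysteine synthesis, rose as well, and Atf4 itself (0.21) did not pass. Adjusted over the list alone, 13 were higher (camera adjusted p = 6.33e-12, and 0.00668 with an estimated correlation). Fig. 6A shows Trib3, so the list is not wholly independent evidence. Of 15 cell cycle genes, Mcm2 (0.31), Top2a (0.43), Plk1 (0.48) and Mki67 (0.54) rose and none fell, 7 when adjusted over the list alone (camera adjusted p = 0.00295; adjusted p = 0.202 with an estimated correlation). The calls of Mki67 and Plk1 were lost under 8 and 1 of the alternatives, with adjusted p-values of up to 0.117 and 0.0555.

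In the pericellular matrix, the type IV collagen gene Col4a5 (-0.48) and the laminin gene Lamb2 (-0.40) were among 5 of 22 genes that fell, and Lama1 and the nidogen gene Nid2 (0.59) were the 2 that rose. Adjusted over the list alone, 2 were higher and 10 lower, and the list did not pass (camera adjusted p = 0.0599; adjusted p = 0.553 with an estimated correlation). The list pericellular_matrix did pass, as lower, without the member shown in Fig. 6A (adjusted p = 0.0155, camera), with the replicate block (0.0456) and in 4 of the 8 fits that left out 1 library (0.0117 to 0.0475). Leaving out that member moved the list's mean log2 fold change from -0.07 to -0.16. The type VI collagen genes Col6a1 (0.09), Col6a2 (0.16) and Col6a3 (-0.23) did not pass edgeR's test. Of 9 mural and smooth muscle genes, Cnn1 (-0.72), Myh11 (-0.79), Mcam (-1.03) and Pdgfrb (-0.29) fell and none rose, 5 when adjusted over the list alone (camera adjusted p = 0.00250; adjusted p = 0.106 with an estimated correlation). None of 12 interferon response genes passed, by either adjustment, although the list's median was 0.77 (camera adjusted p = 0.0325; adjusted p = 0.579 with an estimated correlation). Their spread was wide, as for Ifit3 with 77.0 ± 64.2 in NG2ko and 33.6 ± 5.64 in WT, and without NG2ko replicate 3 the list had an adjusted p of 0.248 (camera). No gene passed, by either adjustment, among 5 endothelial genes (camera adjusted p = 0.828), 3 skeletal muscle genes (0.879) and 2 hemoglobin genes (0.879). Flt1 (0.36), Acta1 (0.16) and Hbb-bs (-0.38) are examples. Of the lymphoid list, Cd4 alone was measured, at 0.228 ± 0.0658 in NG2ko and 0.0156 ± 0.0311 in WT (log2 fold change 3.80), and its call was lost under 9 alternatives with an adjusted p of up to 0.119. Of 27 lists tested, 15 passed with the preset correlation and 5 with an estimated one.

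Genes known to differ between C57BL/6N and C57BL/6J mice were listed because the paper gives the line received as 6N. By the paper, that line was backcrossed to C57BL/6J and then bred as a homozygous colony, and control mice were purchased as C57BL/6J. Genotype, colony and any 6N sequence kept therefore cannot be told apart in these libraries. Of their 7 measured entries, Wdfy1 (1.96) and an Nnt entry rose, and Entpd4 (-0.80), Entpd4b (-0.60) and the other Nnt entry fell, by either adjustment. Ide (0.08) and Cyfip2 (0.38) did not pass. The list did not pass (camera adjusted p = 0.240, in the direction lower, with a median of 0.08 and a mean of -1.41). Camera asks for a shift in 1 direction and these entries went both ways, so it cannot decide whether they differ. Over all tested genes, 12.2% were called. By limma's fry, which looks only at a list's own genes, the adjusted p was 1.37e-09, in the direction lower. The list's mean rests largely on the Nnt entry that fell (-13.98, with 0 CPM in NG2ko). The separate values of the overlapping Nnt entries are uncertain, and their sum was higher in NG2ko. Fig. 6A shows Nnt and Wdfy1, so this list is not independent evidence, and Wdfy1 lost its call under 1 alternative, with an adjusted p of 0.067. Within 5 Mb of Cspg4 on chromosome 9, 12 of 104 tested genes were called, or 11.5%, against 12.2% elsewhere (two-sided Fisher's exact test, odds ratio 0.939, p = 1). This share of called genes cannot tell whether 6N sequence was kept there. From these RNA data together with the western blots, the paper concludes that loss of NG2/CSPG4 alters the transcriptional profile of mandibular fibrochondrocytes and the regulation of ERK 1/2 signaling.

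**Figure D4:**
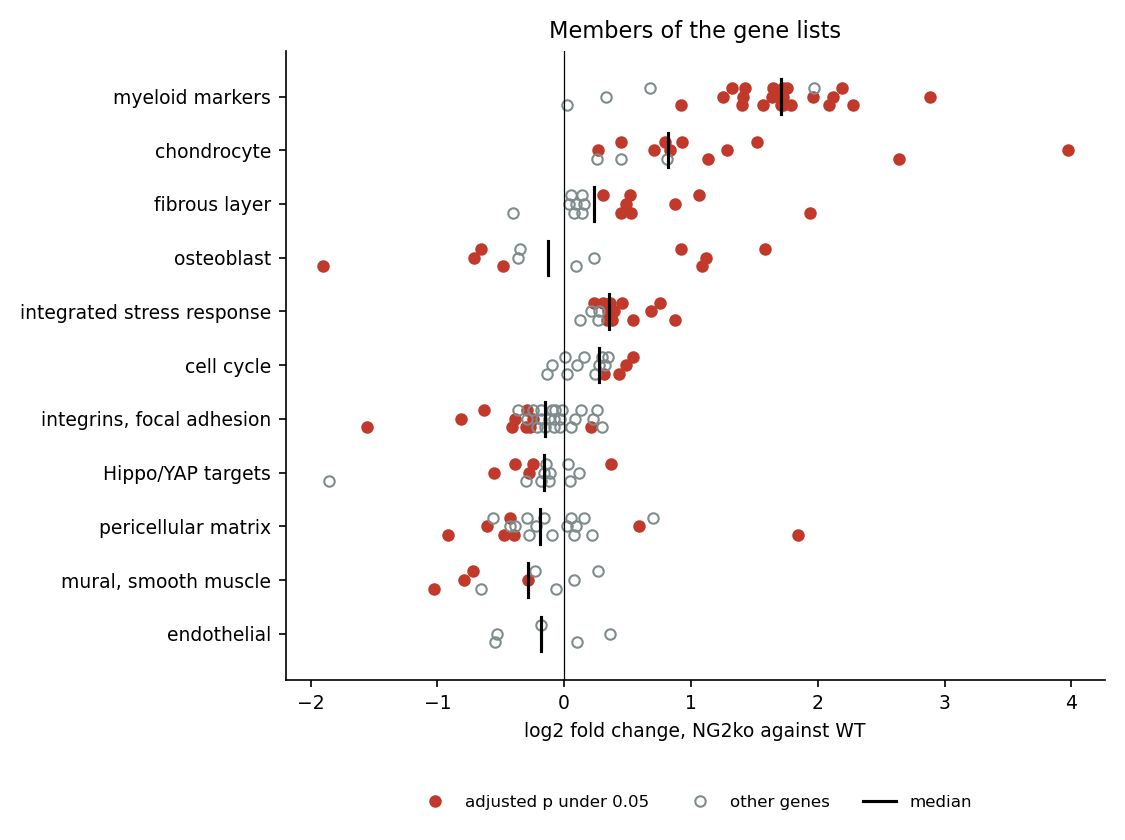
Log2 fold change, NG2ko against WT, of each measured member of 11 gene lists, with filled points for an adjusted p under 0.05 (edgeR) and bars for the medians. The medians run from -0.29 for the mural list to 1.71 for the myeloid list.

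**Figure D5:**
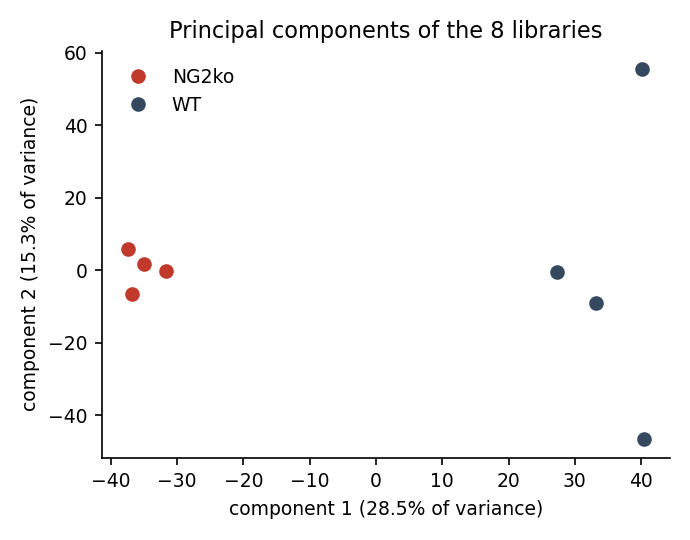
Principal components 1 and 2 of log2 CPM in the 8 libraries. The NG2ko libraries lie below 0 and the WT libraries above 0 on component 1.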

Since ERK 1/2 is a key mechanotransductive molecule and since the NG2/CSPG4 intracellular domain contains an ERK 1/2 acceptor site, we performed western blot analysis of ERK 1/2 and phosphorylated ERK 1/2 in loaded and unloaded wild type and NG2/CSPG4 knockout cells. These data illustrate that mechanical loading activates ERK 1/2 signaling in mandibular fibrochondrocytes and that NG2/CSPG4 knockout cells have a significant reduction total ERK 1/2 and in phosphorylated ERK 1/2 (Figures 7H–J).

### Mechanical loading promotes the expression of key OA biomarkers in an NG2/CSPG4 and ERK 1/2 dependent manner

To evaluate if mechanical loading can alter the expression of key OA and matrix synthesis genes in an ERK 1/2 and/or NG2/CSPG4 dependent manner, wild type and NG2/CSPG4 knockout primary cells were seeded in a collagen-agarose scaffold, loaded in the compression bioreactor with or without the ERK 1/2 inhibitor U0126, and evaluated by RT-qPCR. NG2/CSPG4 knockout resulted in an increase in the expression of the OA biomarkers ADAMTS5 and MMP13, with ADAMTS5 responding in a mechanical loading dependent manner. Further, NG2/CSPG4 knockout resulted in an overall increase in matrix synthesis markers Col6a1, PDGFr, and TGFβ compared to the wild type controls and mechanical loading dependent suppression. When ERK 1/2 was inhibited using U0126, a small molecule functionally antagonizing AP-1 transcriptional activity, ADAMTS5 expression was rescued, while MMP13 expression of the wild type controls was elevated to the levels of the NG2/CSPG4 knockout cells. Similarly, inhibiting ERK 1/2 with U0126 elevated the expression of matrix synthesis biomarkers Col6a1, PDGFr, and TGFβ in wild type controls to levels matching the NG2/CSPG4 knockout cells. The U0126 treatment significantly elevated the expression of the chemokine MCP1/CCL2 in NG2/CSPG4 knockout cells in a mechanical loading dependent manner (Figure 8; *N* = 4; *p* < 0.05; significance provided in Supplementary Materials). Taken together, these data illustrate that NG2/CSPG4 knockout cells and the inhibition of ERK increases the expression of key OA proteases and suppresses the expression of key matrix synthesis genes.

## Discussion

Here we illustrate that NG2/CSPG4 has an important role for the initiation and progression of TMJ OA, displaying subcellular dynamics in response to mechanical loading and engaging the mechanical loading-sensitive signaling network, ERK 1/2. Our data illustrate, using both *in vivo* and *in vitro* approaches, that changes in mechanical homeostasis and OA are associated with the loss of the shed, membrane-tethered NG2/CSPG4 fragment and the internalization of the NG2/CSPG4 intracellular domain. Using transgenic knockout mice, we illustrate that the mechanical activation of the ERK 1/2 pathway is dependent on NG2/CSPG4 and that NG2/CSPG4 is a critical regulator of TMJ OA cartilage degeneration and pathophysiology. We also demonstrate that key OA proteases and matrix synthesis genes are dependent on NG2/CSPG4 and ERK 1/2 signaling.

Loss of NG2/CSPG4 ectodomain fragments is contextually linked with high levels of MMP13 expression in 4-week post-discectomy mice. The presence of this protease in the pericellular microenvironment may promote shedding and enzymatic processing of the NG2/CSPG4 ectodomain (15, 16). The concomitant increase in NG2/CSPG4 gene expression is likely a transient compensatory mechanism by the cell to replenish the loss of the extracellular protein following shedding, potentially through promoter activation by cytokines and hypoxic stress mediated transcription factors Sp1, Egr1, and Pax3 (18). The sham controls have significantly higher levels of both the full length and the shed, membrane-tethered fragment of NG2/CSPG4. In the sham control, the joint capsule is accessed surgically generating a moderate inflammatory/injury response from the tissue. We hypothesize that the increase in both NG2/CSGP4 fragments in the sham controls reflects transient inflammatory mediated promoter activation leading to the accumulation of membrane associated NG2/CSPG4 in the absence of proteases. This elevated inflammatory response in the sham controls may also explain the slightly elevated levels of cartilage degeneration, with Mankin Scores elevated due primarily to an increase in cell clustering and a slight reduction in proteoglycan (16, 20).

TMJ OA and mechanical loading is also associated with clathrin-mediated internalization of the NG2/CSPG4 intracellular domain. This subcellular pattern matches the distribution observed in diseased tissue *in vivo* both preclinically and clinically. The clathrin association with the NG2/CSPG4 intracellular domain, and not the ectodomain, supports the hypothesis that NG2/CSPG4 is released from the cell membrane through regulated intramembrane proteolysis. This regulatory process involves enzymatic processing of the ectodomain, followed by γ-secretase mediated release of the intracellular domain (17). In monolayer, shedding of the NG2/CSPG4 ectodomain is disassociated from a pericellular microenvironment. Our data were collected from a three-dimensional cell culture system, where the shed NG2/CSPG4 ectodomain is restricted to a pericellular microenvironment that has an enriched proteolytic milieu. In this microenvironment, enzymatic cleavage and processing of the shed, membrane-tethered ectodomain could generate even smaller fragments. An alternative explanation of the results is that the intracellular domain is being internalized along with some or all of the ectodomain through receptor mediate endocytic processing. Colocalization of the NG2/CSPG4 ectodomain with CHC was significantly lower than the intracellular domain, but not absent. There was limited overlap near the cell membrane. Post-translational changes and endocytic processing of NG2/CSPG4 could be occurring through multiple distinct processes. One important variable for mechanistically defining these processes is to characterize the presence and function of ectodomain associated chondroitin sulfate chains at the time of injury. Chondroitin sulfate chains have a potentially important biological role in NG2/CSPG4 functionality, promoting fragment retention near the membrane and/or serving as a mechanism for modulating the cell surface microdomain. NG2/CSPG4 could directly modulate cell surface microdomain mediated signaling due to the proteoglycans high affinity for FGF2 and PDGFaa, two growth factors implicated in OA pathophysiology (34, 40, 41).

Internalization and/or activation of the NG2/CSPG4 intracellular domain can further regulate key pathways implicated in OA progression through a PDZ binding motif (25), mTORC1 activation (17), and/or ERK 1/2 activation (24). This study focuses on NG2/CSPG4 engagement with ERK 1/2 through a putative D domain–docking site that acts as a substrate for ERK 1/2-mediated phosphorylation (24). In mandibular fibrochondrocytes, we demonstrate that NG2/CSPG4 knockout cells are associated with lower levels of total ERK 1/2 independent of mitogen activation through serum. Upstream of ERK 1/2, cRaf phosphorylation is elevated while MEK 1/2 phosphorylation is suppressed. Downstream of ERK 1/2, p90RSK phosphorylation was elevated in NG2/CSPG4 knockout cells. Interestingly, p90RSK regulates mTOR signaling, consistent with other reports linking NG2/CSPG4 with cell cycle kinetics through mTORC1 (17). Additional studies are needed to determine the role of ERK 1/2 and MEK 1/2 feedback loops and/or the coregulatory influence of protein kinase C signaling (24).

Activation of the ERK 1/2 signaling pathway can be achieved through multiple overlapping mechanisms including growth factors, cytokines, integrin engagement, and/or oxidative stress. Here we evaluated the role NG2/CSPG4 in the mechanical activation of ERK 1/2. Following static compression, NG2/CSPG4 knockout cells had suppressed total and phosphorylated ERK 1/2. NG2/CSPG4 knockout cells were also associated with mechanical loading dependent increases in key OA proteases and suppression of matrix synthesis genes when compared to loading in the wild type controls. Small molecule inhibition of ERK 1/2 through U0126 in wild-type cells resulted in elevated levels of matrix synthesis genes, matching the levels expressed in NG2/CSPG4 knockout cells. U0126 treatment of wild-type cells also resulted in a 60% reduction in the expression of NG2/CSPG4. U0126 treatment in NG2/CSPG4 knockout cells suppressed the aggrecanase ADAMTS5 and elevated the chemokine MCP1/CCL2 and collagenase MMP13. A similar pattern is found for protein levels of MCP-1 and MMP13, but not ADAMTS5. We hypothesize that this finding is related to U0126 functionally antagonizing the AP-1 transcription factor, upstream of MEK 1/2, which has a multifaceted role in regulating cell behavior. Taken together, these findings demonstrate that NG2/CSPG4 displays a complex and multifaceted intracellular processing mechanism resulting from the generation of fragments that potentiate variant-specific functions, including inside-out and outside-in signal transduction of mechanical loading in mandibular condylar cartilage.

The ERK 1/2 signaling pathway is a critical and well defined regulator of mechanical loading in all cell types, controlling proliferation, differentiation, and cell survival (42). In cartilage, ERK 1/2 inhibits early chondrocyte differentiation and hypertrophy, regulates osteo-chondroprogenitor cells and osteoclast formation (36), and is implicated in the progression of osteoarthritis (35, 43). ERK 1/2 activation during cartilage injury is hypothesized to be related to the release of growth factors from the pericellular matrix (33, 34) and mechanical engagement with the substrate (44). Our data are the first, to our knowledge, to implicate NG2/CSPG4 in the mechanobiological ERK 1/2 response, providing a mechanistic link from the extracellular microenvironment, through cell surface receptors, to transcription factors that promote discrete cell fate decisions affecting cartilage homeostasis. The regulation of ERK 1/2 following injury is a dynamic and complex network response. In limb cartilage impact models, ERK 1/2 phosphorylation was not detected 3 h after injury but was significantly elevated 24 h after injury (32). During the injury response of stromal cells, there is a strong initial wave of ERK 1/2 activation, cessation, then a second wave of ERK 1/2 activation that is maintained until wound closure (42). It is unknown if similar ERK 1/2 pulsations occur in the injury response of mandibular cartilage and if quantitative information modulating cell fate decisions are transduced to the cell through variations in the amplitude, frequency, and duration of the response. The complex temporal separation between NG2/CSPG4 expression, NG2/CSPG4 ectodomain shedding, and ERK 1/2 activation may obscure the signal-response relationship because of the multimodal nature of the initial ERK 1/2 signaling dynamics, including signal delay, amplitude, frequency, or duration.

While this study has focused on the TMJ, there is limited, but supporting, evidence that NG2/CSPG4 has an important role in arthropathies in primary cartilages such as the knee and hip. NG2/CSPG4 is present in the pre-cartilaginous mesenchyme of the developing rat limb, with expression decreasing in post-natal development (45). In post-natal tissues, NG2/CSPG4 is strongly upregulated at ossification fronts during both endochondral and intramembranous ossification (46). NG2/CSPG4 is also present in human adult osteoarthritic articular cartilage (47), impacting the ability of these cells to adhere with type VI collagen (22). Together, these studies support the hypothesis that NG2/CSPG4 functionality is conserved in both primary and secondary cartilages.

This study demonstrates that NG2/CSPG4 is an important regulator of cartilage health and disease in the TMJ, influencing mechanical loading-sensitive pathways such as ERK 1/2, and regulating the progression of cartilage degeneration during OA. These findings underscore that NG2/CSPG4 is a novel and underappreciated potential therapeutic target for degenerative arthropathies in the TMJ, potentially serving as an extracellular target of the ERK 1/2 signaling pathway. In cancer, NG2/CSPG4 has been proposed as an oncotarget for monoclonal antibodies (48) and for theranostics (49). Future studies will focus on how NG2/CSPG4 regulates other MAP kinases including MEK1/2, JNK, and p38 and evaluate NG2/CSPG4-ERK 1/2 signaling in a manner that characterizes changes in the amplitude, frequency, or duration of both molecules after following injury.

## Material and methods

### Control and NG2/CSPG4 knockout mice

Control mice from a C57 BL/6J background were purchased from Jackson Laboratory. Knockout mice were acquired from the KOMP repository [Cspg4tm1a(KOMP)Wtsi/Bcm] and were generated using the Knockout-first allele: Promoter driven section kit. The knockout mice used in this study were generated by cross breeding with a Cre expressing line to generate a reporter-tagged deletion allele. Mice heterogeneous for the reporter-tagged deletion allele were backcrossed to a C57 BL/6J line and then mated to generate a homozygous reporter-tagged deletion allele for NG2/CSPG4 (Figure 2A). All animals were housed together to minimize confounding conditions. To confirm LacZ reporter expression in target tissues, whole mount histochemical detection of β-galactosidase was performed in 10-day-old heads for control and NG2/CSPG4 knockout mice. NG2/CSPG4 knockout mice were viable through skeletal maturity with no strong developmental phenotype aside from those reported including increased lean body mass (Mousephenotype.org). A mild but significant phenotype in the TMJ cartilage is reported here. The use of all animal tissues followed an approved animal use protocol (UIC ACC #20-068).

### Primary mandibular fibrochondrocyte isolation

The isolation of primary mandibular fibrochondrocytes followed published methods (15, 20) using a protocol for isolating primary chondrocytes (50, 51). In short, mandibular condyles from 10 to 14 day old mice were isolated in CO2 independent collection medium (18045-088, Gibco, Gaithersburg, MD) supplemented with 25 mg/ml Plasmocin (ant-mmp, InVivoGen, San Diego, CA), 50 U/ml penicillin and 0.05 mg/ml streptomycin (P0781, Sigma, St. Louis, MO). Condyles were then washed in 1× sterile PBS and transferred to a digestion DMEM (11966-025, Gibco, Gaithersburg, MD) with 3 mg/ml type II collagenase (S004174, Worthington Biochemical, Lakewood, NJ) sterilized using a 0.2 μm filtered syringe. After 45-min, this digestion media was replaced with a 1.5 mg/ml collagenase solution and placed in an incubator at 5% CO_2_ at 37 °C for overnight digestion. After the digestion, cells were dispersed by gentle agitation, filtered through a 40 μm cell strainer, and centrifuged at 1000 g for 5 min at room temperature. The resulting pellet was re-suspended and then cultured in FBS supplemented advanced DMEM until confluent (12492-013, Gibco, Gaithersburg, MD). All experiments were carried within the first 6 passages of the cells. For all serum starvation experiments, cells were cultured in Opti-MEM reduced serum media for 24 h (31985, Gibco, Gaithersburg, MD).

### Generating cell-agarose-collagen scaffolds and mechanical loading

To define the role of mechanical loading on NG2/CSPG4 functionality, primary mandibular fibrochondrocytes were seeded in agarose-collagen scaffold and loaded in a compression bioreactor as previously described (15). In short, cell-agarose-collagen scaffolds were generated from a 5% low-gelling temperature agarose (A0701, Sigma, Burlington, MA) mixed in 5 ml 1× PBS. Once cooled to 45 °C, the 5% agarose solution was combined with 0.25 mg/ml rat tail collagen (A1048301, Thermo Fisher, Waltham, MA) and a cell suspension in 1 ml FBS supplemented DMEM to create a 4% agarose/collagen solution. A cell density of 4 × 10^5^/mm^3^ was used for all experiments (50). For casting, the cell-agarose/collagen solution was poured on a 1 mm glass spacer plate and covered to generate a uniform 1 mm thickness sheet (1653311, Bio-Rad, Des Plaines, IL). A punch was used to generate plugs measuring 17 mm in radius. The cell-agarose/collagen scaffold plugs cultured for 72 h in supplemented advanced DMEM (12492-013, Gibco, Gaithersburg, MD) at 37 °C and 5% CO_2_. For loading, all cell-agarose-collagen scaffolds were put in a compression bioreactor housed inside of a cell incubator and loaded in constrained, uniaxial compression at 2.5 N for 2 h. All loaded samples were compared to unloaded controls.

### Preclinical surgical instability model of TMJ OA

TMJ OA was induced by unilateral partial discectomy according to the methods in Xu et al. (16) and our previous publications (5, 15, 20, 52). In short, skeletally mature 16-week-old male and female mice from an NG2/CSPG4 knockout and control (c57 BL/6J) background were anesthetized with ketamine (100 mg/kg, Henry Schein, Dublin, Ohio) and xylazine (5 mg/kg, Akorn, Lake Forest, IL). The articular disc was excised on the right side of the animal. For excision of the articular disc, a 3–5 mm incision was made over TMJ, the lateral capsule was exposed, the articular disc excised using a posterior approach, and the joint was irrigated with sterile 1× PBS. Sham control surgeries were identical except the disc remained intact. For the sham control, the joint capsule is opened and a moderate inflammatory response is expected (16, 20). Tissues were collect a 4-, 8-, 12-, and 16-weeks after discectomy. Only joints on the surgical side of the animal were analyzed for this study. Only the right side was used for non-surgical control tissues. No randomization was used for this study. All *in vivo* data were compared with age matched non-surgical controls and 16-week sham controls. A sample size of 10 was used for each experimental time point, for a total of 120 control and NG2/CSPG4 knockout in the study. Sample size for each method of assessment was calculated using a sample size and power analysis. Each animal was considered an experimental unit. Experiments using vertebrate animals were approved by the University of Illinois at Chicago Animal Care Committee and performed in accordance with the relevant guidelines and regulations (UIC ACC #20-068). The study conforms to ARRIVE guidelines.

### Clinical human samples for comparison with preclinical data

Peri-articular tissue samples were collected intraoperatively from the clinical practice of the UIC Department of Oral and Maxillofacial Surgery during total TMJ replacement surgery. Tissue was collected from a confirmed case of advanced/end-stage TMJ OA where inflammatory or rheumatoid conditions were not the primary cause. All tissue was collected in the operating suite, placed in ice-cold 1× PBS, and prepared for histological analysis. All tissue collection was approved by the institutional review board of the University of Illinois at Chicago (IRB Protocol No. 2017-0033).

### Histomorphometry and immunohistological grading of cartilage degeneration

For histomorphometric grading of cartilage degeneration, tissue samples were fixed in 4% PFA overnight, decalcified with 4.5% EDTA for 28 days, paraffin embedded, and sectioned at 8 μm. Sections were stained using safranin-o/fast green and cartilage degeneration was staged using a Modified Mankin score according to published methods (15, 16, 20, 52). For immunohistochemistry, sections were deparaffinized, treated with 132.2 mM sodium borohydride, permeabilized with methanol and 0.5% Triton (v/v), blocked in 5% donkey serum (D9663, Sigma, St. Louis, MO) for 2 h, and incubated with primary antibodies against NG2/CSPG4 (1 : 200, AB5320, Sigma-Millipore, Santa Cruz, CA). All secondary labeling was with Alexa Fluor donkey anti-mouse 488 and donkey anti-rabbit 568 (1 : 500, Invitrogen, Invitrogen, Carlsbad, CA). Nuclei were label with DAPI (D9542-1MG, 1 μg/μl, Sigma, St. Louis, MO). Sections were imaged using an inverted fluorescent microscope using a 10× objective (DMI6000B, Leica, Buffalo Grove, IL). Laser intensity, gain, and magnification was standardized for all acquisitions. Brightness and contrast settings were standardized for all images during post-processing. All data were compared to a no primary antibody control and isotype control. Images were quantified by personnel blind to the study design, outcome assessment, and analysis. Control staining was carried out for the NG2/CSPG4 antibodies using NG2/CSGP4 knockout tissue (Figures 2F–G), staining without primary antibodies, and IgG controls [see reference (20)]. Autofluorescence was detectable in the subchondral vasculature but negligible in the mandibular condylar cartilage for the brightness and contrast settings used during data acquisition. Four biological replicates for each experimental group were used for the Modified Mankin scoring analysis. Modified Mankin Scoring method replicates previous published results (15, 16) and is provided in Supplementary Materials.

### Immunocytochemistry and colocalization analysis

Cell-agarose-collagen scaffolds were fixed overnight using Histochoice Tissue Fixative (VWRVH102, VWR, Radnor, PA), cryo-embedded using O.T.C. compound, and cryo-sectioned at 20 μm (CM1950, Leica, Buffalo Grove, IL). Immunostaining of the sample follows the methods described in the previous section using primary antibodies including a custom monoclonal antibody raised against the NG2/CSPG4 intracellular domain (1 : 200, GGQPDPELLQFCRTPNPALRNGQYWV, UIC Protein Core, Chicago, IL), and clathrin heavy chain (1 : 200, MA1-065, Thermo Fisher, Waltham, MA). All samples were imaged using a laser scanning confocal microscope with 63× oil immersion objective (LSM 710, Zeiss) using identical laser intensity, brightness, and gain standardized for all image acquisitions. Colocalization coefficients and fluorescence/channel intensity were calculated using ImageJ (53). Colocalization values using the Pearson’s overlap coefficient were compare (54). Colocalization was statistically validated using the Costes method. Four biological replicates for each experimental group.

### RT-qPCR

For quantifying gene expression changes from homogenized TMJ tissues, samples were placed in QIAzol (79306, Qiagen, Germantown, MD) and mRNA was isolated following manufacture protocol. To extract and purify mRNA from agarose samples, lysate was processed using the RNeasy Plant Mini Kit (74903, Qiagen, Germantown, MD). The plant kit was recommended for high integrity extraction from cell-agarose constructs due to the high levels of polysaccharides (55). From both samples, cDNA was generated from 500 ng–1 ug total RNA using a High Capacity Reverse Transcription Kit (4368814, Applied Biosystems, Waltham, MA), lysate was processed using the RNeasy Mini Kit (74104, Qiagen, Germantown, MD), and target genes were amplified using SYBR^®^ Select Master Mix (4385610, Applied Biosystems, Waltham, MA) in a Bio-Rad iQ5 (Bio-Rad, Des Plaines, IL). All primer sequences are listed in Supplementary Table S1. Gene expression changes were calculated by comparative threshold cycle method with data standardized to a sample control and normalized to GAPDH using the *ΔΔ*Cq method. Four biological replicates were used for each experimental group. Full descriptive statistics are located in the Supplementary Data. Negative controls substituting molecular grade water for cDNA were carried out for each primer for standard quality control.

### Total RNA-seq with GO and KEGG enrichment analyses

RNA-seq was performed by LC Sciences from RNA isolated from primary cells collected from 14-day-old wild type and NG2/CSPG4 knockout mice at passage four. RNA was isolated using the Qiagen RNeasy Mini Kit (79216 Qiagen, Germantown, MD). In short, a Poly(A) RNA sequencing library was prepared following Illumina’s TruSeq-stranded-mRNA sample preparation protocol. RNA integrity was checked with Agilent Technologies 2100 Bioanalyzer. Poly(A) tail-containing mRNAs were purified using oligo-(dT) magnetic beads with two rounds of purification. After purification, poly(A) RNA was fragmented using divalent cation buffer in elevated temperature. The DNA library construction is shown in the following workflow. Quality control analysis and quantification of the sequencing library were performed using Agilent Technologies 2100 Bioanalyzer High Sensitivity DNA Chip. Paired-ended sequencing was performed on Illumina’s NovaSeq 6000 sequencing system. For bioinformatics analysis, in house scripts were used to remove the reads that contained adaptor contamination, low quality bases and undetermined bases (56). Then sequence quality was verified using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). HISAT2 (57) was used to map reads to the genome of ftp://ftp.ensembl.org/pub/release-101/fasta/mus_musculus/dna/. The mapped reads of each sample were assembled using StringTie (58). Then, all transcriptomes were merged to reconstruct a comprehensive transcriptome using perl scripts and gffcompare. After the final transcriptome was generated, StringTie (58) and edgeR (59) was used to estimate the expression levels of all transcripts. StringTie (58) was used to perform expression level for mRNAs by calculating FPKM. The differentially expressed mRNAs were selected with log2 (fold change) > 1 or log2 (fold change) < −1 and with statistical significance (*p* value < 0.05) by R package edgeR (59). Four biological replicates were used for the analysis.

### Western blot analysis

For *in vitro* and *in vivo* protein isolation of cultured cells, plates were washed with 1× PBS, lysed using an extraction reagent (M-PER, 78501, Thermo Fisher, Waltham, MA) with protease (cOmplete, 4693116001, Sigma, St. Louis, MO) and phosphatase (PhosSTOP, 4906845001, Sigma, St. Louis, MO) inhibitors. For *in vivo* tissues, tissue was homogenized in the lysis buffer. For *in vitro* protein isolation of the cell-agarose scaffolds, samples were rinsed in 1× PBS for 20 min, placed in Laemmli Buffer, boiled for 10 min, cooled on ice, and spun down for 2 h using a mini-spin column (Pierce Spin Cups, 69700, Thermo Fisher, Waltham, MA). For all samples, lysate insolubles were removed by centrifugation at 14,000*g* for 15 min at 4 °C. For monolayer cell and tissue samples tested for NG2/CSPG4, supernatant was incubated with Chondroitinase ABC (100330-1, AMSBio, Cambridge, MA) added at 0.05 units/ml for 2 h at 37 °C. For all samples, lysates were adjusted to a 1× Protein Sample Loading Buffer (928-40004, Licor, Lincoln, NE), heated at 99 °C for 10 min, separated on a 4%–15% sodium dodecyl sulfate polyacrylamide gel (SDS-PAGE), and analyzed by western blot with antibodies against NG2/CSPG4 (1 : 500, AB5320, Sigma-Millipore, Santa Cruz, CA), ERK (1 : 500, 9101S, Cell Signaling Technology, Danvers, MA), ERK phosphorylation at Thr202/Tyr204 and Thr185/Tyr187 (1 : 500, 4695T, Cell Signaling Technology, Danvers, MA), MEK phosphorylation at Thr202/Tyr204 (1 : 500, 4370T, Cell Signaling Technology, Danvers, MA), cRaf phosphorylation at ser338 (1 : 500, 56A6, Cell Signaling Technology, Danvers, MA), p90RSK phosphorylation at ser380 (1 : 500, D3H11, Cell Signaling Technology, Danvers, MA), and a β-actin mouse monoclonal control (1 : 1000, 926-42210, Licor, Lincoln, NE). Blots were imaged using a LI-COR Fluorescence Quantitative western blot. Fluorescence values were normalized to β-actin and standardized to experimental control samples. Four biological replicates were used for all western blots.

### Statistics

Statistical significance was assessed by one-way ANOVA. For multi-group comparisons, *post hoc* Bonferroni test were carried out. (SPSS, Chicago, IL). A statistically significant difference was considered as *p* < 0.05.

## Supplementary Material

Supplemental Material

## Figures and Tables

**FIGURE 1:**
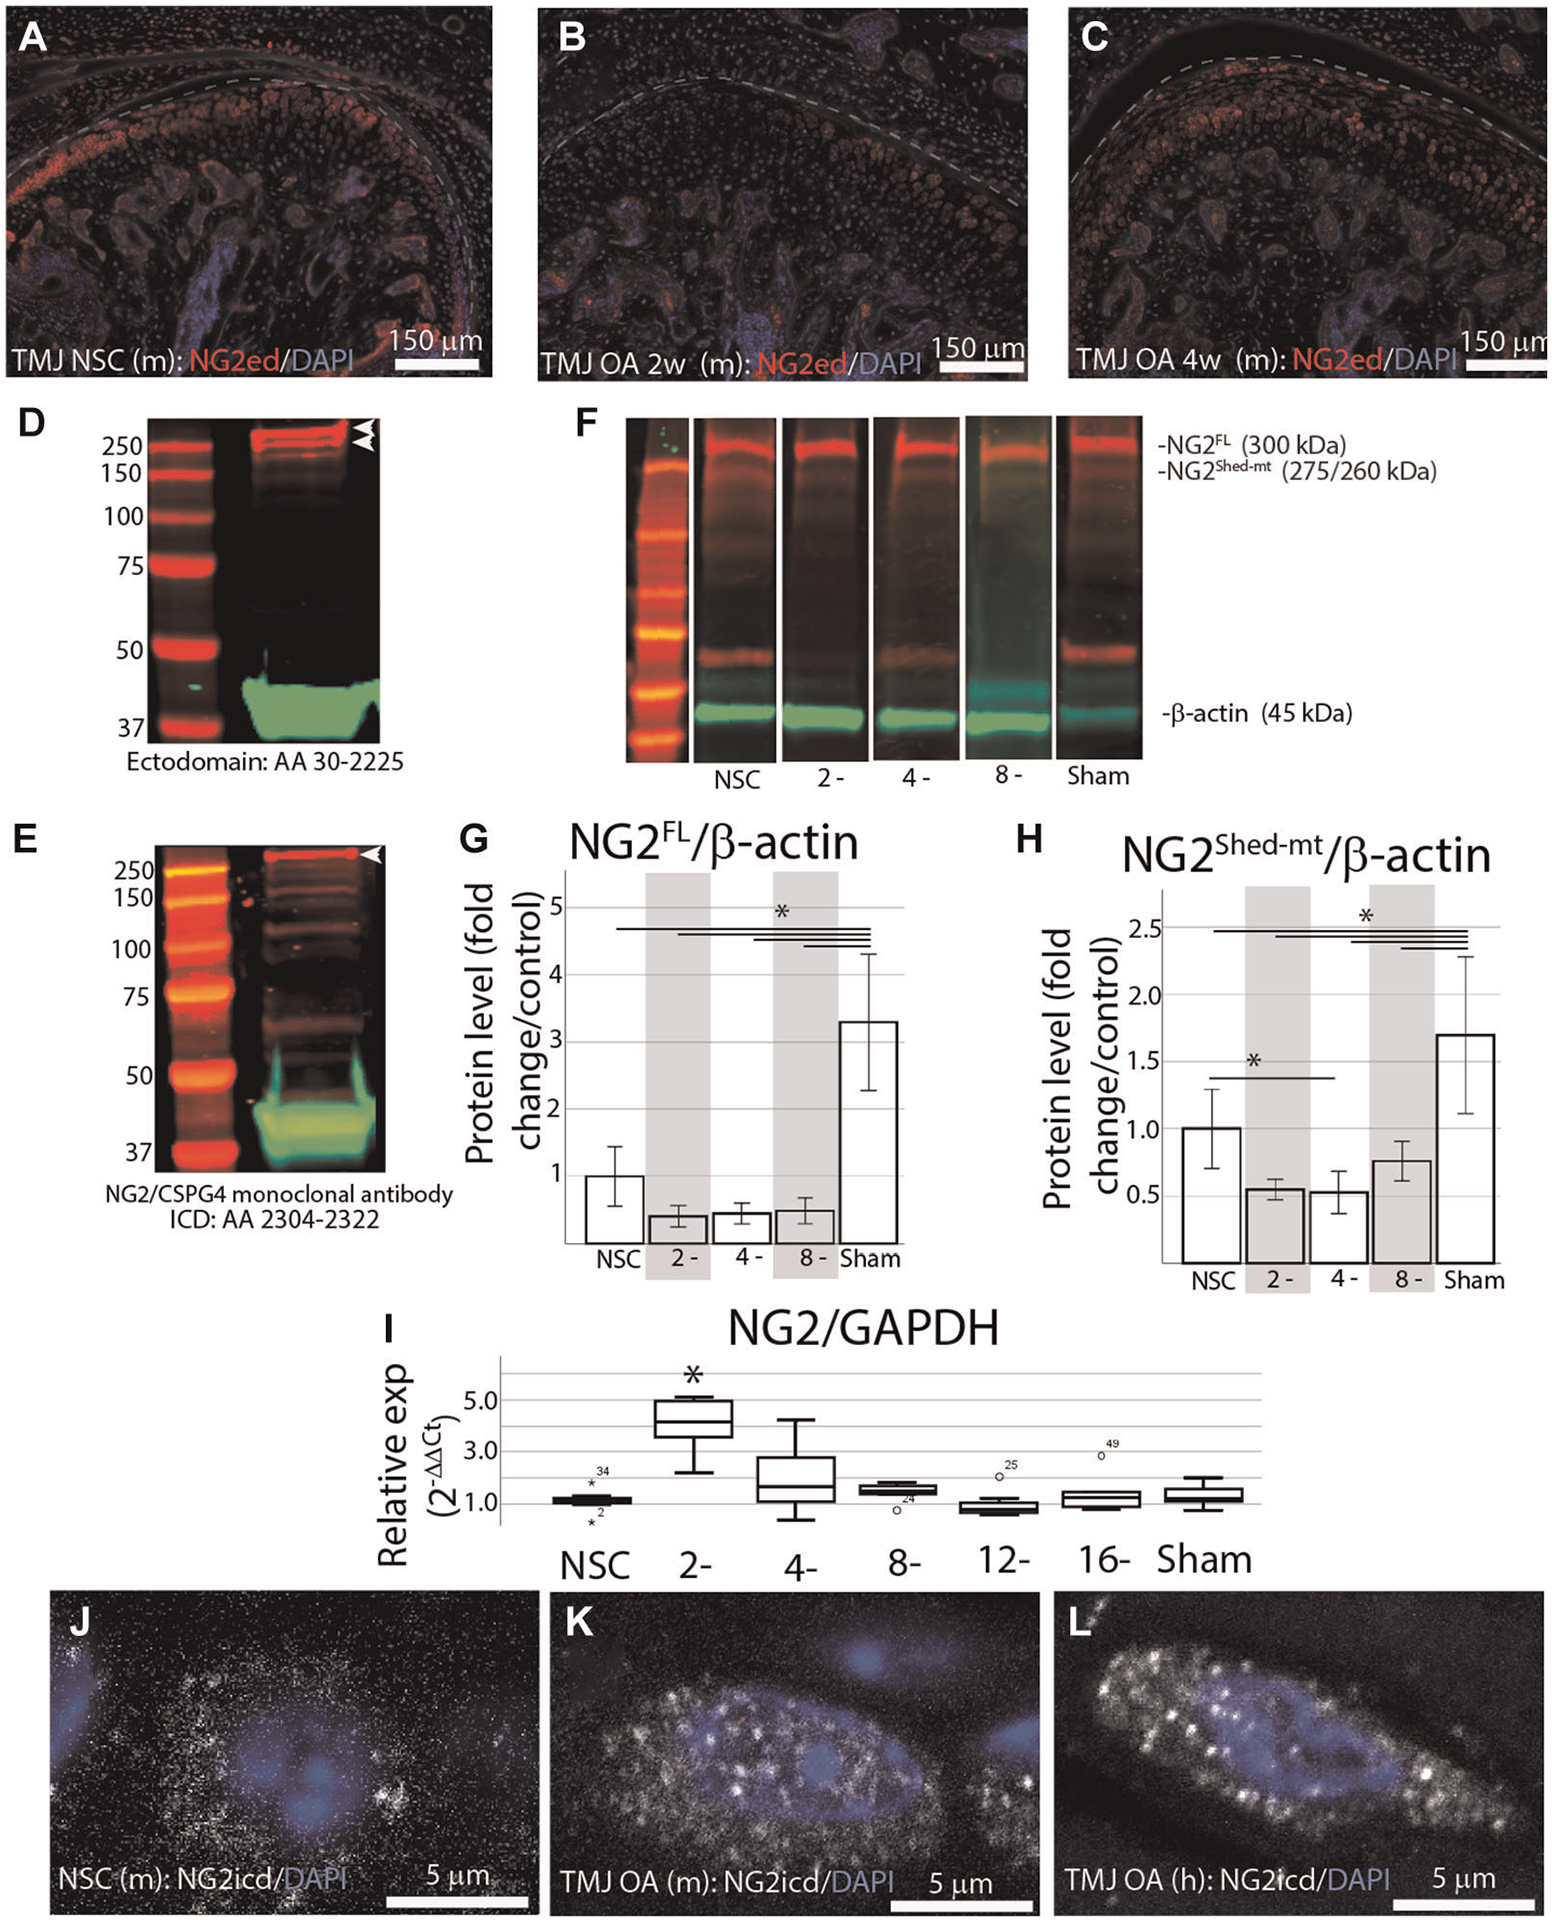
Early stage TMJ OA is associated with a loss of the NG2/CSPG4 ectodomain and internalization of the intercellular domain. (A) NG2/CSPG4 immunofluorescent staining from TMJ tissue in a non-surgical control mouse. (B) NG2/CSPG4 immunofluorescent staining from TMJ OA tissue 2-weeks after discectomy. (C) NG2/CSPG4 immunofluorescent staining from TMJ OA tissue 4-weeks after discectomy. (D) Western blot analysis from protein lysate extracted from primary mandibular fibrochondrocytes, separated on a 12% SDS PAGE gel, and immunolabeled using a polyclonal antibody raised against the NG2/CSPG4 ectodomain. (E) Western blot analysis from the same protein sample, run on the same gel, and immunolabeled using a monoclonal antibody raised against the NG2/CSPG4 intracellular domain. Note two distinct bands at 300–260 kDa with the polyclonal antibody and only one band representing the full-length protein on the monoclonal intracellular domain antibody. (F) Western blot from mouse tissue 2-, 4-, and 8-weeks after discectomy compared to non-surgical and sham controls immunolabeled with antibodies against NG2/CSPG4. (G,H) Quantification of the western blots from the full-length 300 kDa (G) and 260/275 kDa shed, membrane tethered (H) NG2/CSPG4 fragments. Note a significant reduction in the shed, membrane-tethered fragment a 4-weeks post-operative compared to the non-surgical control and a significant increase in full length and shed, membrane-tethered NG2 in the sham. *N* = 4/experimental group. (I) RT-qPCR on mRNA isolated from murine mandibular condylar cartilage illustrating that the expression level of NG2/CSPG4 is significantly elevated 2-weeks post-operative but is not significantly different from the non-surgical control through the rest of the progression of TMJ OA. *N* = 6/experimental group. (J) The spatial distribution of the NG2/CSPG4 intracellular domain (NG2icd) in an articular/superficial layer mandibular fibrochondrocyte from non-surgical control TMJ tissue. (K) The spatial distribution of NG2icd in articular/superficial layer mandibular fibrochondrocytes 8-weeks after discectomy. (L) The spatial distribution of the NG2icd in an articular/superficial layer mandibular fibrochondrocyte from a human patient with TMJ OA. *p < 0.05.

**FIGURE 2:**
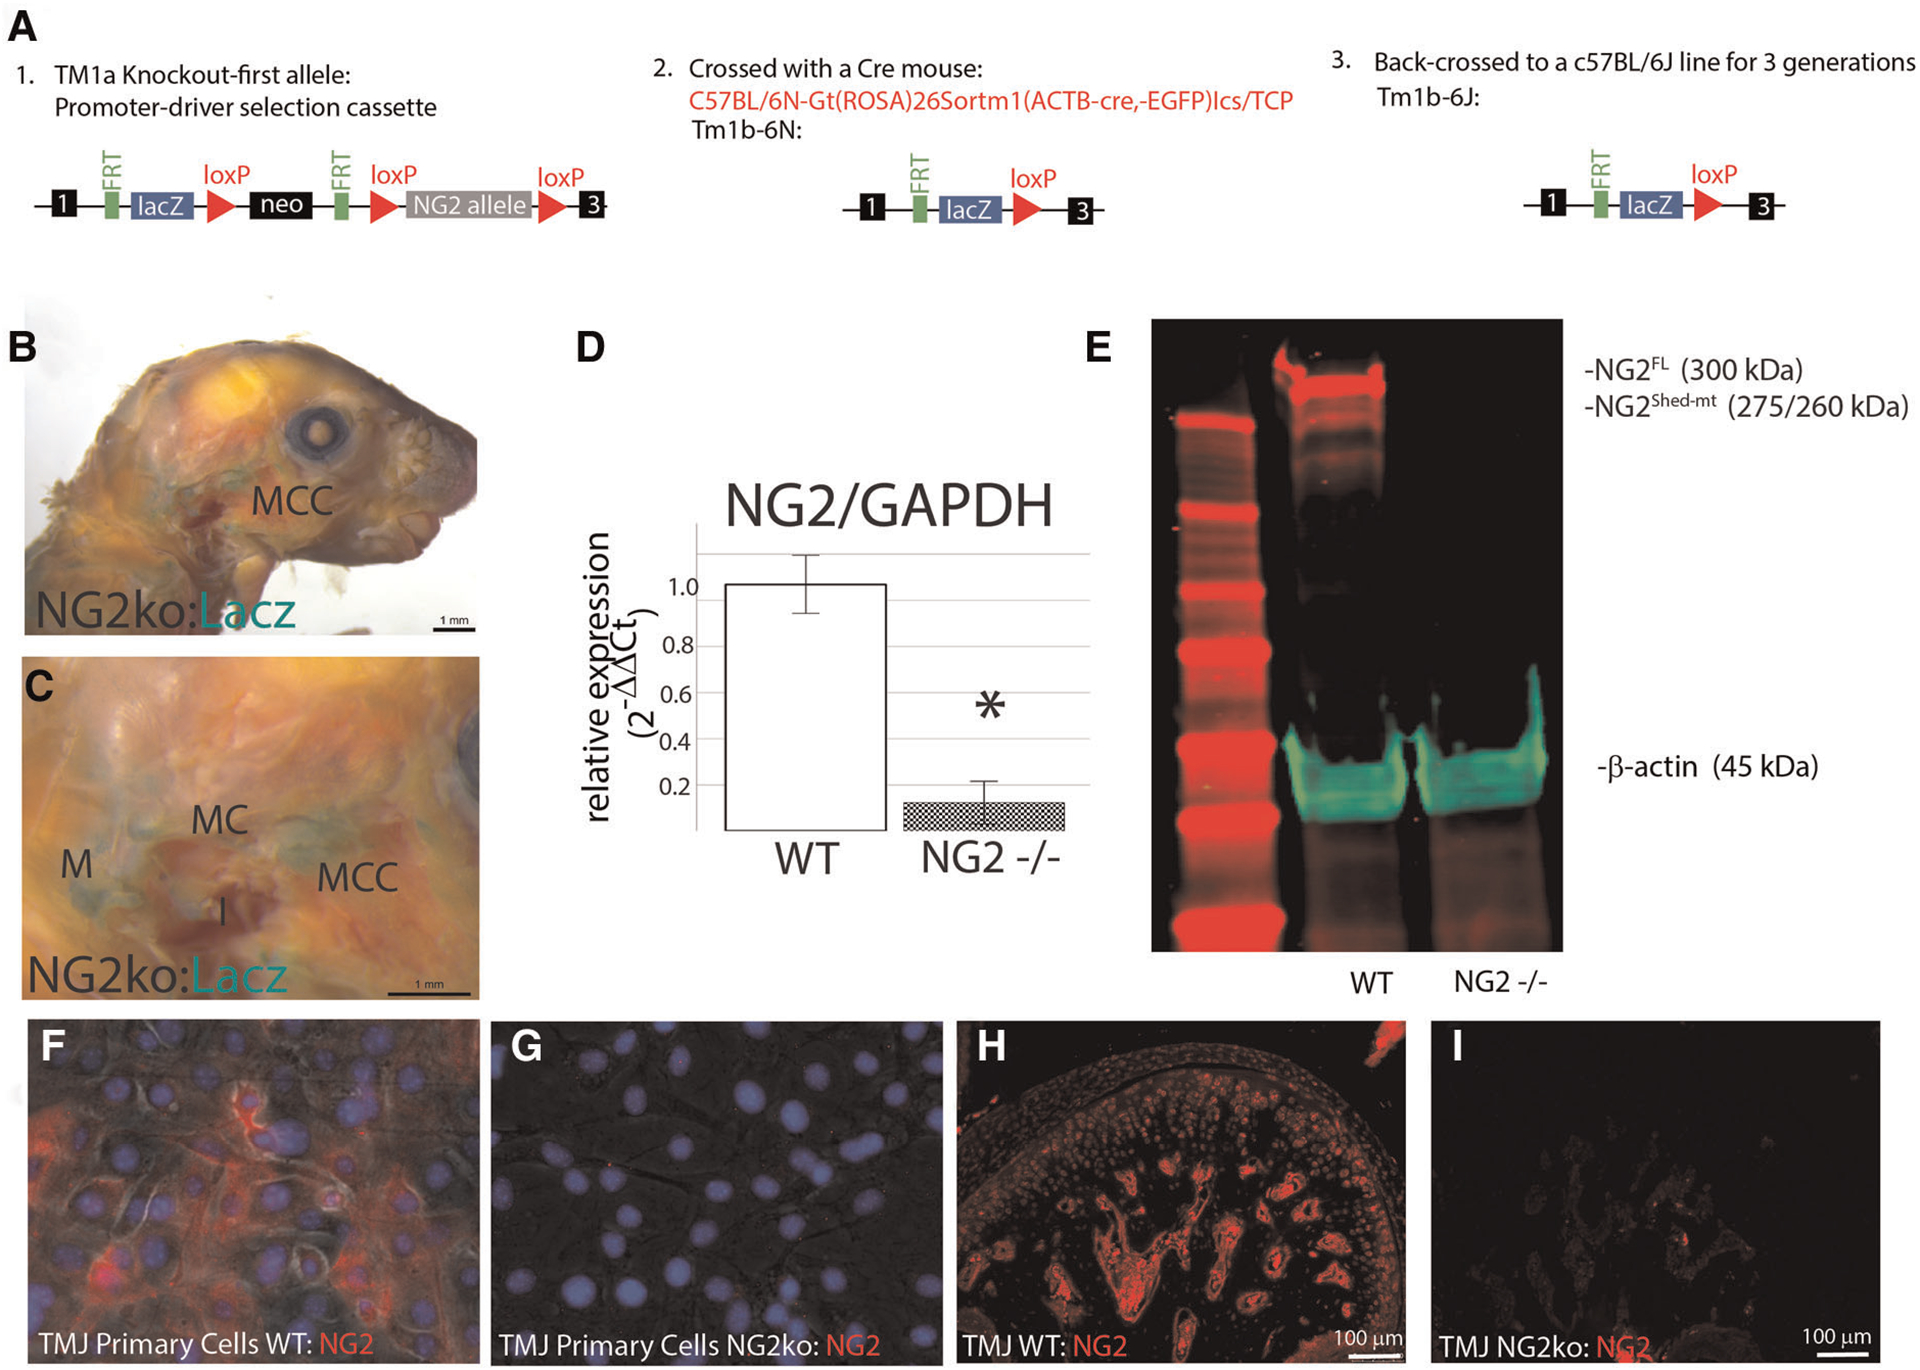
Validation of the NG2/CSPG4 knockout mice and primary cells. (A) Flow diagram illustrating the generation of the NG2/CSPG4 mouse line. The ES cell cryorecovery, genotyping, and Cre breeding was carried out by the KOMP repository. The TM1b-6N line was provided for the study. This line was backcrossed to a c57BL/6J line for 3 generations so that the data from the knockout mouse could be compared with control c57BL/6J mice. After three generations of backcrossing, a homozygous knockout-breeding colony of the Tm1b-6J was established. (B) Lac-Z reporter staining illustrating the activation of the transgenic construct in the TMJ. (C) Zoomed region of interest near the TMJ illustrating positive Lac-z staining in secondary cartilage like the mandibular condylar cartilage (MCC) and primary cartilages including Meckel’s cartilage (MC) and the malleus (M). (D) RT-qPRC from the TMJ of WT and NG2/CSPG4 knockout mice illustrating the loss of NG2/CSPG4 expression in the transgenic mice. Data were normalized to GAPDH using the *ΔΔ*Cq method. (E) Western blot analysis of the TMJ from WT c57 BL/6J and NG2/CSPG4 knockout mice illustrating the loss of both the 300 and 260/275 kDa fragments of NG2/CSPG4 in the knockout tissue. (F) Immunostaining of NG2/CSPG4 from primary cells from mandibular condylar cartilage of wild type c57 BL/6J mice. (G) Immunostaining of NG2/CSPG4 from primary cells from mandibular condylar cartilage of NG2/CSPG4 knockout mice illustrating loss of the protein. (H) Immunostaining of NG2/CSPG4 from the TMJ of WT c57 BL/6J mice. (I) Immunostaining of NG2/CSPG4 from the NG2/CSPG4 knockout mice illustrating loss of the protein in the LacZ positive tissues. *N* = 4/experimental group. *p < 0.05.

**FIGURE 3:**
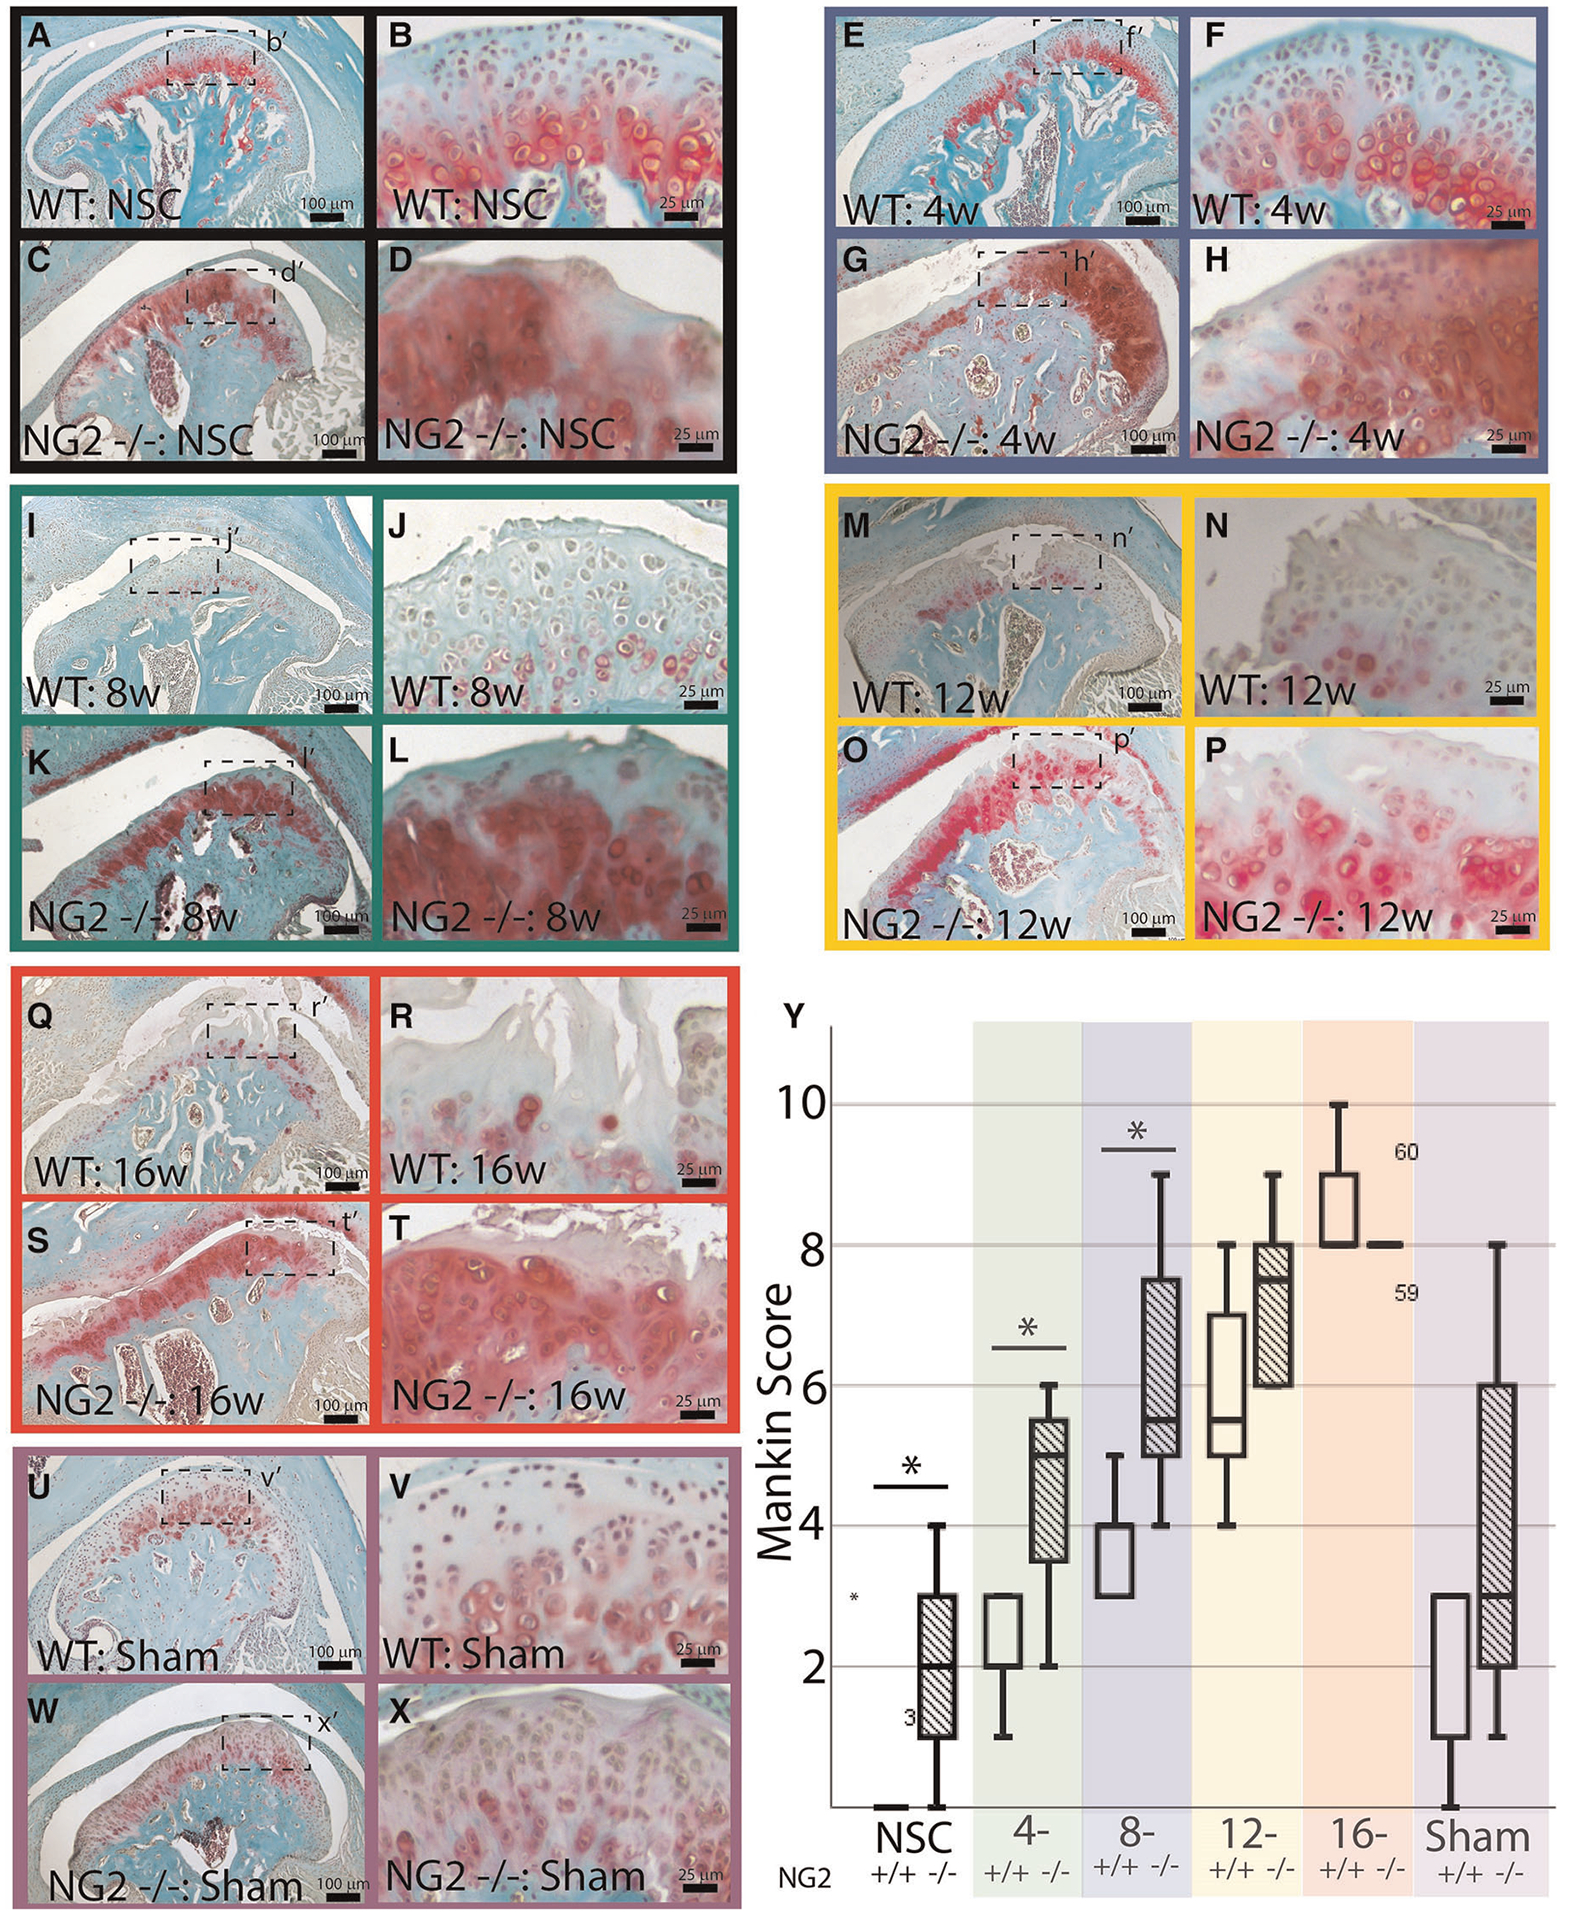
NG2/CSPG4 knockout tissues have higher rate of cartilage degeneration. Safranin-o/fast green staining of skeletally mature wild-type (WT) and NG2/CSPG4 knockout (NG2 −/−) TMJ tissues illustrating the progression of cartilage degeneration at several experimental time points. All images are from the surgical side of the animals (right joint) and are representative images from a sample size of four. Images were taken at two magnifications for each sample. Each experimental time point is color-coded. (A–D) non-surgical control mice (NSC) is in black. (E–H) 4-week post-discectomy (4w) is in blue. (I–L) 8-week post-discectomy (8w) is in green. (M–P) 12-week post-discectomy (12w) is in yellow. (Q–T) 16-week post-discectomy (16w) is in red. (U–X) 16-week sham control (sham) is in purple. (Y) Quantification of cartilage degeneration using a Modified Mankin Score comparing wild type and NG2/CSPG4 knockout TMJ’s at each stage of cartilage degeneration illustrating significantly increased degeneration scores in the NG2/CSPG4 knockout tissues in the early stages OA progression. The color code on the graph corresponds to the color coded experimental time points. *N* = 4/genotype and experimental group. *p < 0.05.

**FIGURE 4:**
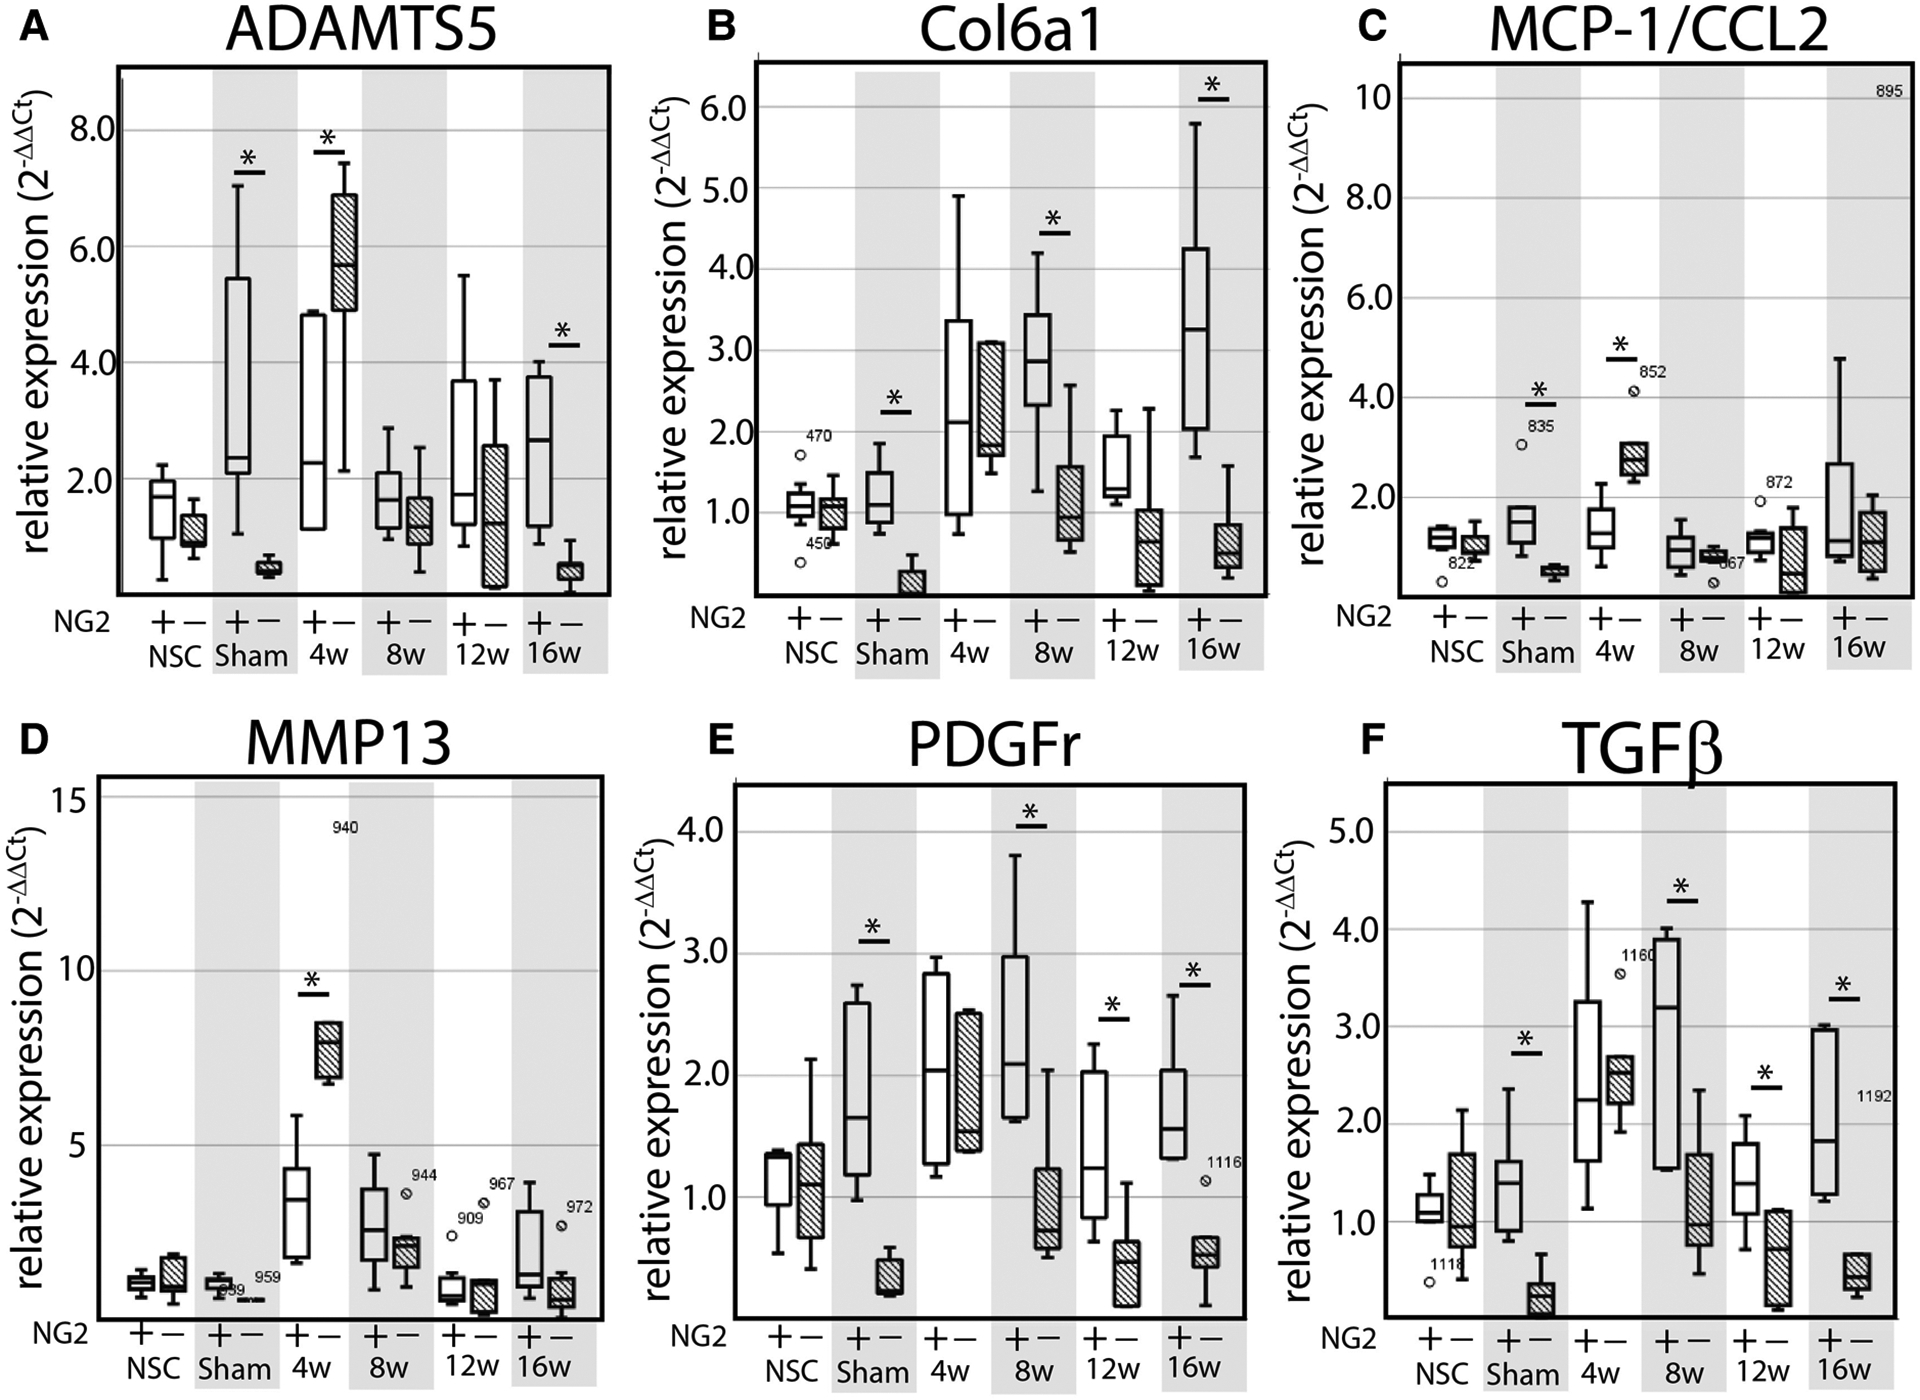
NG2/CSPG4 knockout tissues have elevated OA proteases and suppressed matrix synthesis gene expression during TMJ OA. (A–F) RT-qPCR from mRNA isolated from the mandibular condylar cartilage of wild type and NG2/CSPG4 knockout mice in non-surgical and sham controls and in 4-, 8-, 12-, and 16-week discectomy mice illustrating changes in the expression of ADAMTS5 (A), Col6a1 (B), MCP-1/CCL2 (C), MMP13 (D), NG2/CSPG4 (E), PDGFr (F), and TGFβ (G). Data are standardized to the NSC sample for each genetic background and normalized to GAPDH using the ΔΔCq method. *N* = 6/genotype and experimental group. *p < 0.05.

**FIGURE 5:**
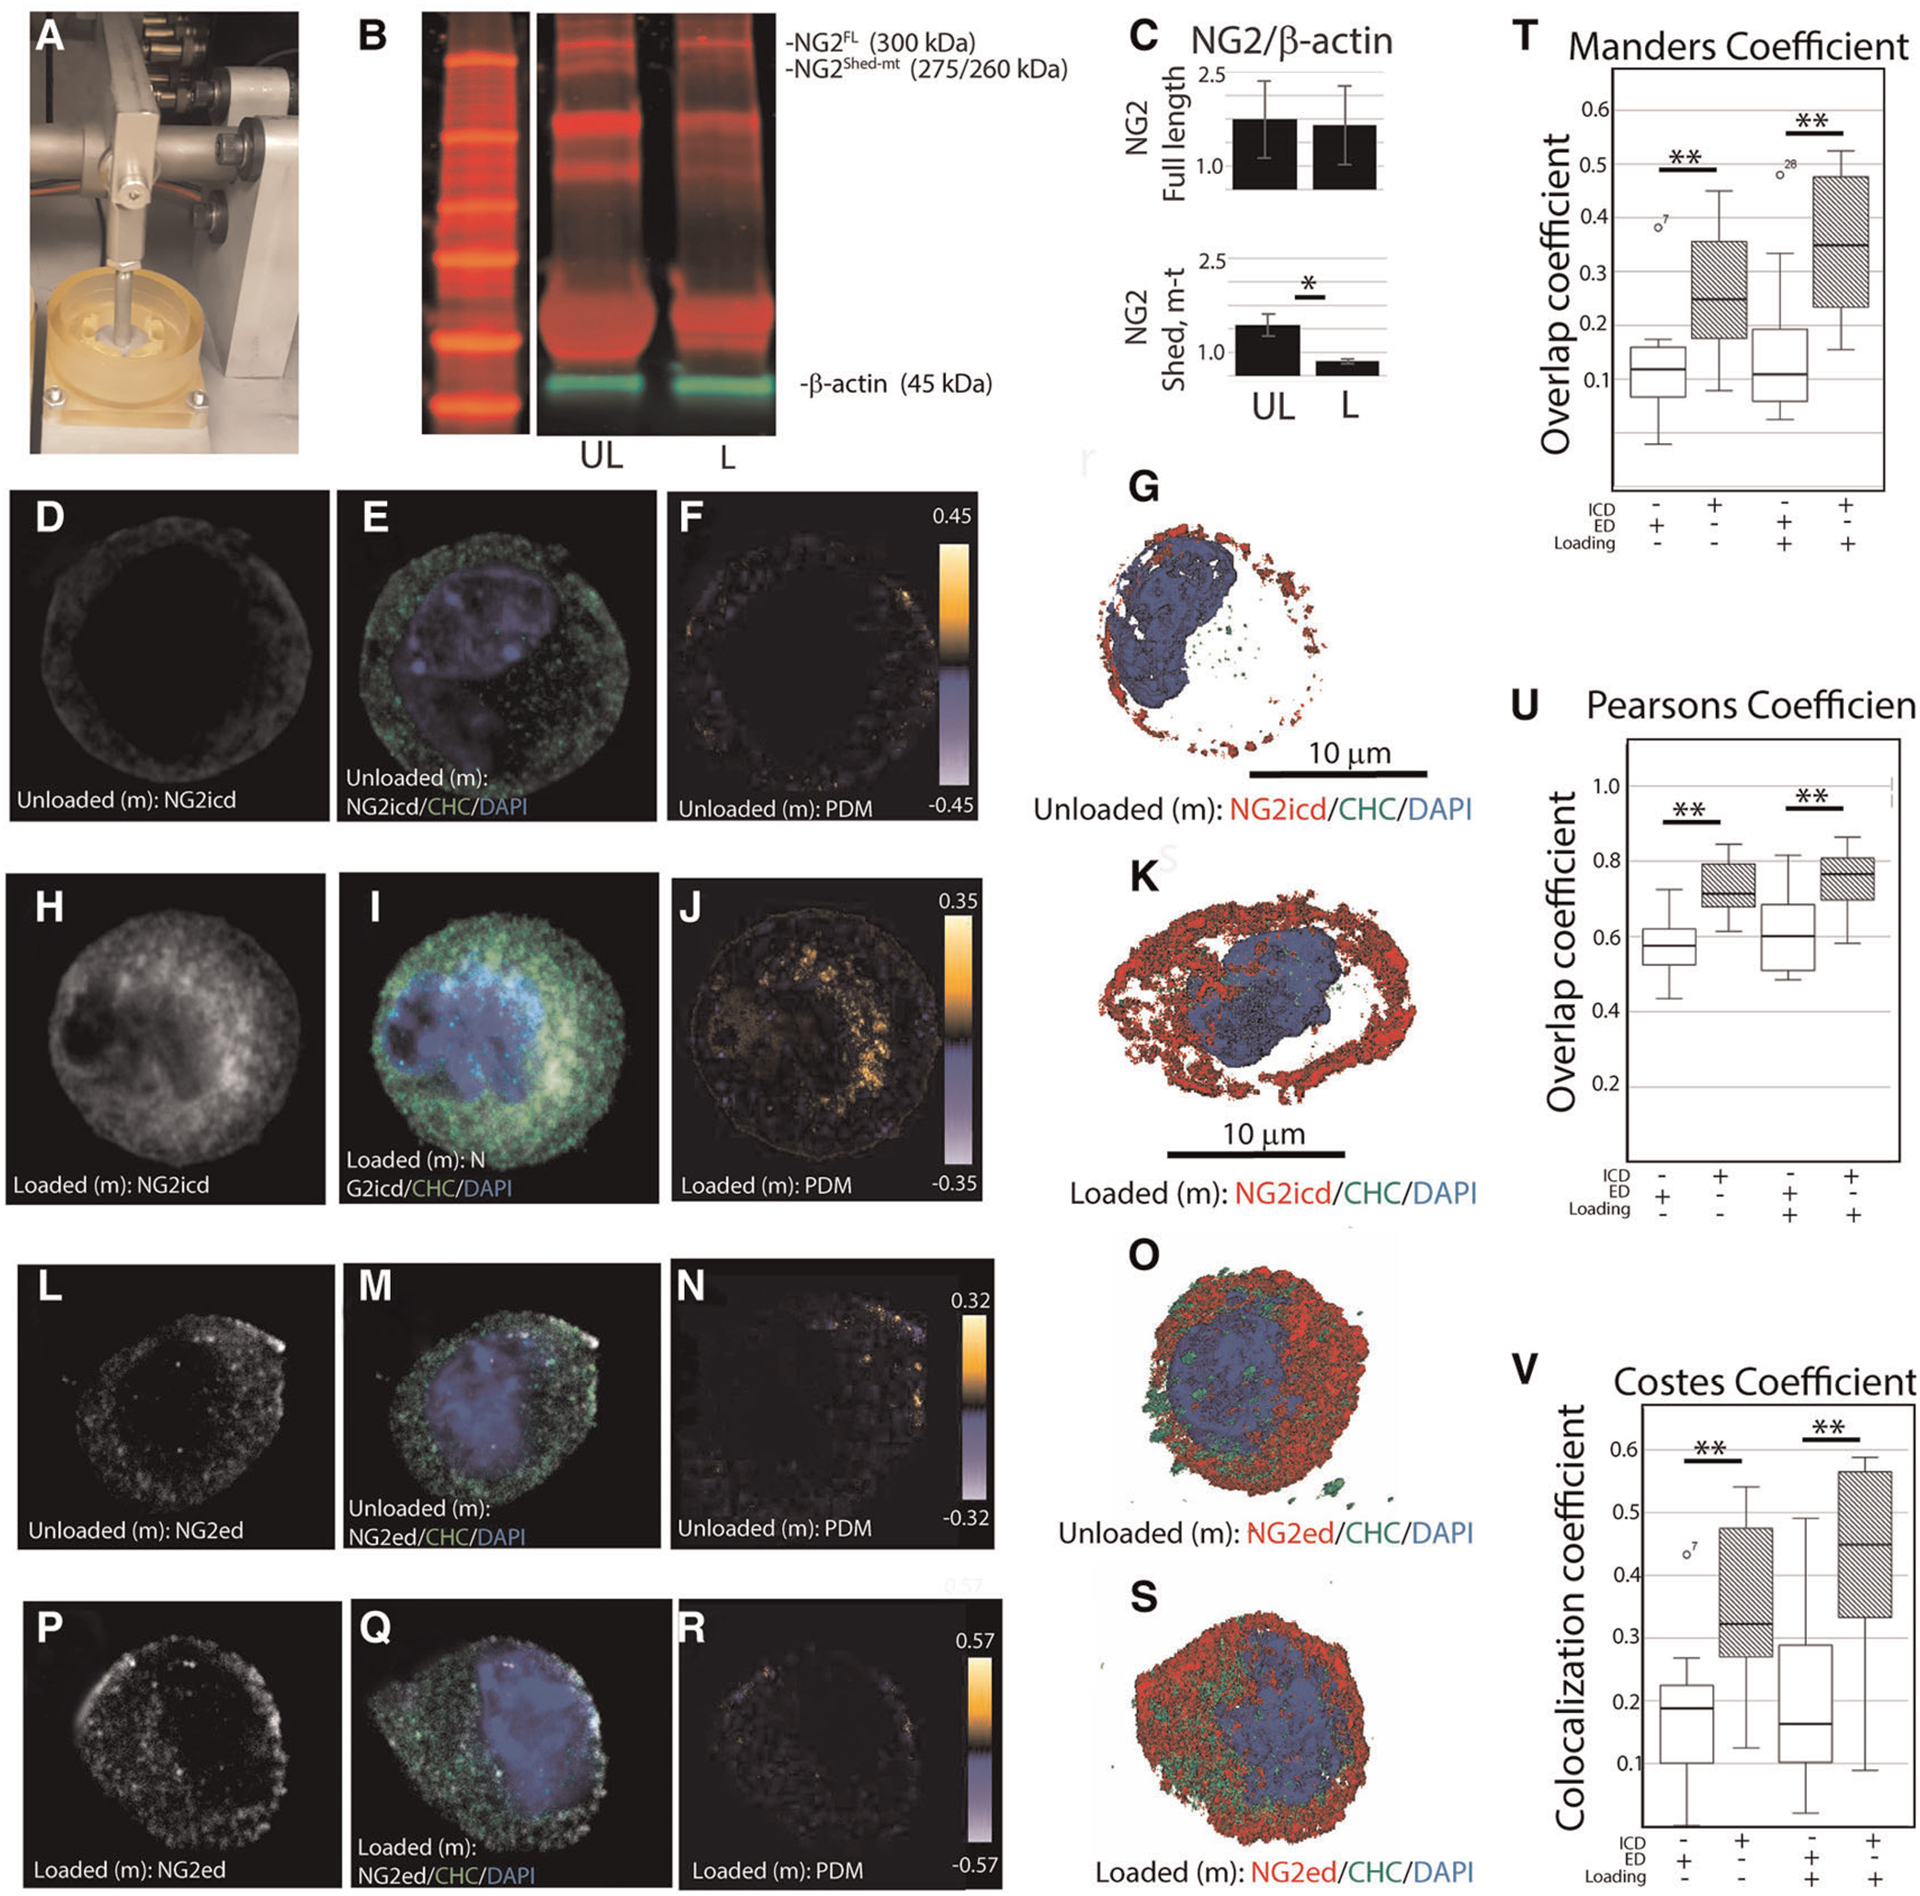
Mechanical loading promotes loss of the NG2/CSPG4 ectodomain and clathrin mediated internalization of the intracellular domain. (A) A compression bioreactor used to apply constrained static compression in mandibular fibrochondrocytes *in vitro*. (B) Western blot analysis of unloaded (UL) and loaded (L) wild type primary mandibular fibrochondrocytes illustrating loss of the 260/275 kDa shed, membrane-tethered NG2/CSPG4 fragment after compression. (C) Quantification of NG2/CSPG4 protein illustrating a significant reduction in the 260/275 kDa fragment after compression. *N* = 4/experimental group. *p < 0.05. (D) The spatial distribution of the NG2/CSPG4 intracellular domain (NG2icd) in an unloaded mandibular fibrochondrocyte. (E) The spatial distribution of clathrin heavy chain in an unloaded mandibular fibrochondrocyte. (F) The overlap of NG2icd/CHC in an unloaded mandibular fibrochondrocyte using the product of the difference from the mean illustrating overlap near the cell membrane. (G) Z-stack three-dimensional reconstruction of NG2icd/CHC/DAPI in an unloaded mandibular fibrochondrocyte. (H) The spatial distribution of the NG2icd in a mandibular fibrochondrocyte loaded under constrained compression. (I) The spatial distribution of CHC in a mandibular fibrochondrocyte loaded under constrained compression. (J) The overlap of NG2icd/CHC in a mandibular fibrochondrocyte loaded under constrained static compression using the product of the difference from the mean illustrating colocalization inside of the cell. (K) Z-stack three-dimensional reconstruction of NG2icd/CHC/DAPI in a mandibular fibrochondrocyte loaded under constrained static compression. (L) The spatial distribution of the NG2/CSPG4 ectodomain (NG2ed) in an unloaded mandibular fibrochondrocyte. (M) The spatial distribution of clathrin heavy chain (CHC) in an unloaded mandibular fibrochondrocyte. (N) The overlap of NG2ed/CHC in an unloaded mandibular fibrochondrocyte using the product of the difference from the mean illustrating limited overlap near the cell membrane. (O) Z-stack three-dimensional reconstruction of NG2ed/CHC/DAPI in an unloaded mandibular fibrochondrocyte. (P) The spatial distribution of the NG2ed in a mandibular fibrochondrocyte loaded under constrained compression. (Q) The spatial distribution of CHC in a mandibular fibrochondrocyte loaded under constrained compression. (R) The overlap of NG2ed/CHC in a mandibular fibrochondrocyte loaded under constrained static compression using the product of the difference from the mean illustrating limited overlap near the cell membrane. (S) Z-stack three-dimensional reconstruction of NG2ed/CHC/DAPI in a mandibular fibrochondrocyte loaded under constrained static compression. (T) Mander’s overlap coefficient between NG2/CSPG4 and CHC using the NG2icd and NG2ed antibody in loaded and unloaded cells. (U) Pearson’s overlap coefficient between NG2/CSPG4 and CHC using the NG2icd and NG2ed antibodies. (V) Costes Colocalization coefficient between NG2/CSPG4 and CHC using the NG2icd and NG2ed antibodies. Overlap and colocalization between values between NG2icd/CHC and NG2ed/CHC are significant different using all methods. *N* = 3/experimental group. **p < 0.001. All Costes colocalization values are significant when compared to random background noise at 25 iterations. *N* = 5/experimental group; *p* > 0.95.

**FIGURE 6:**
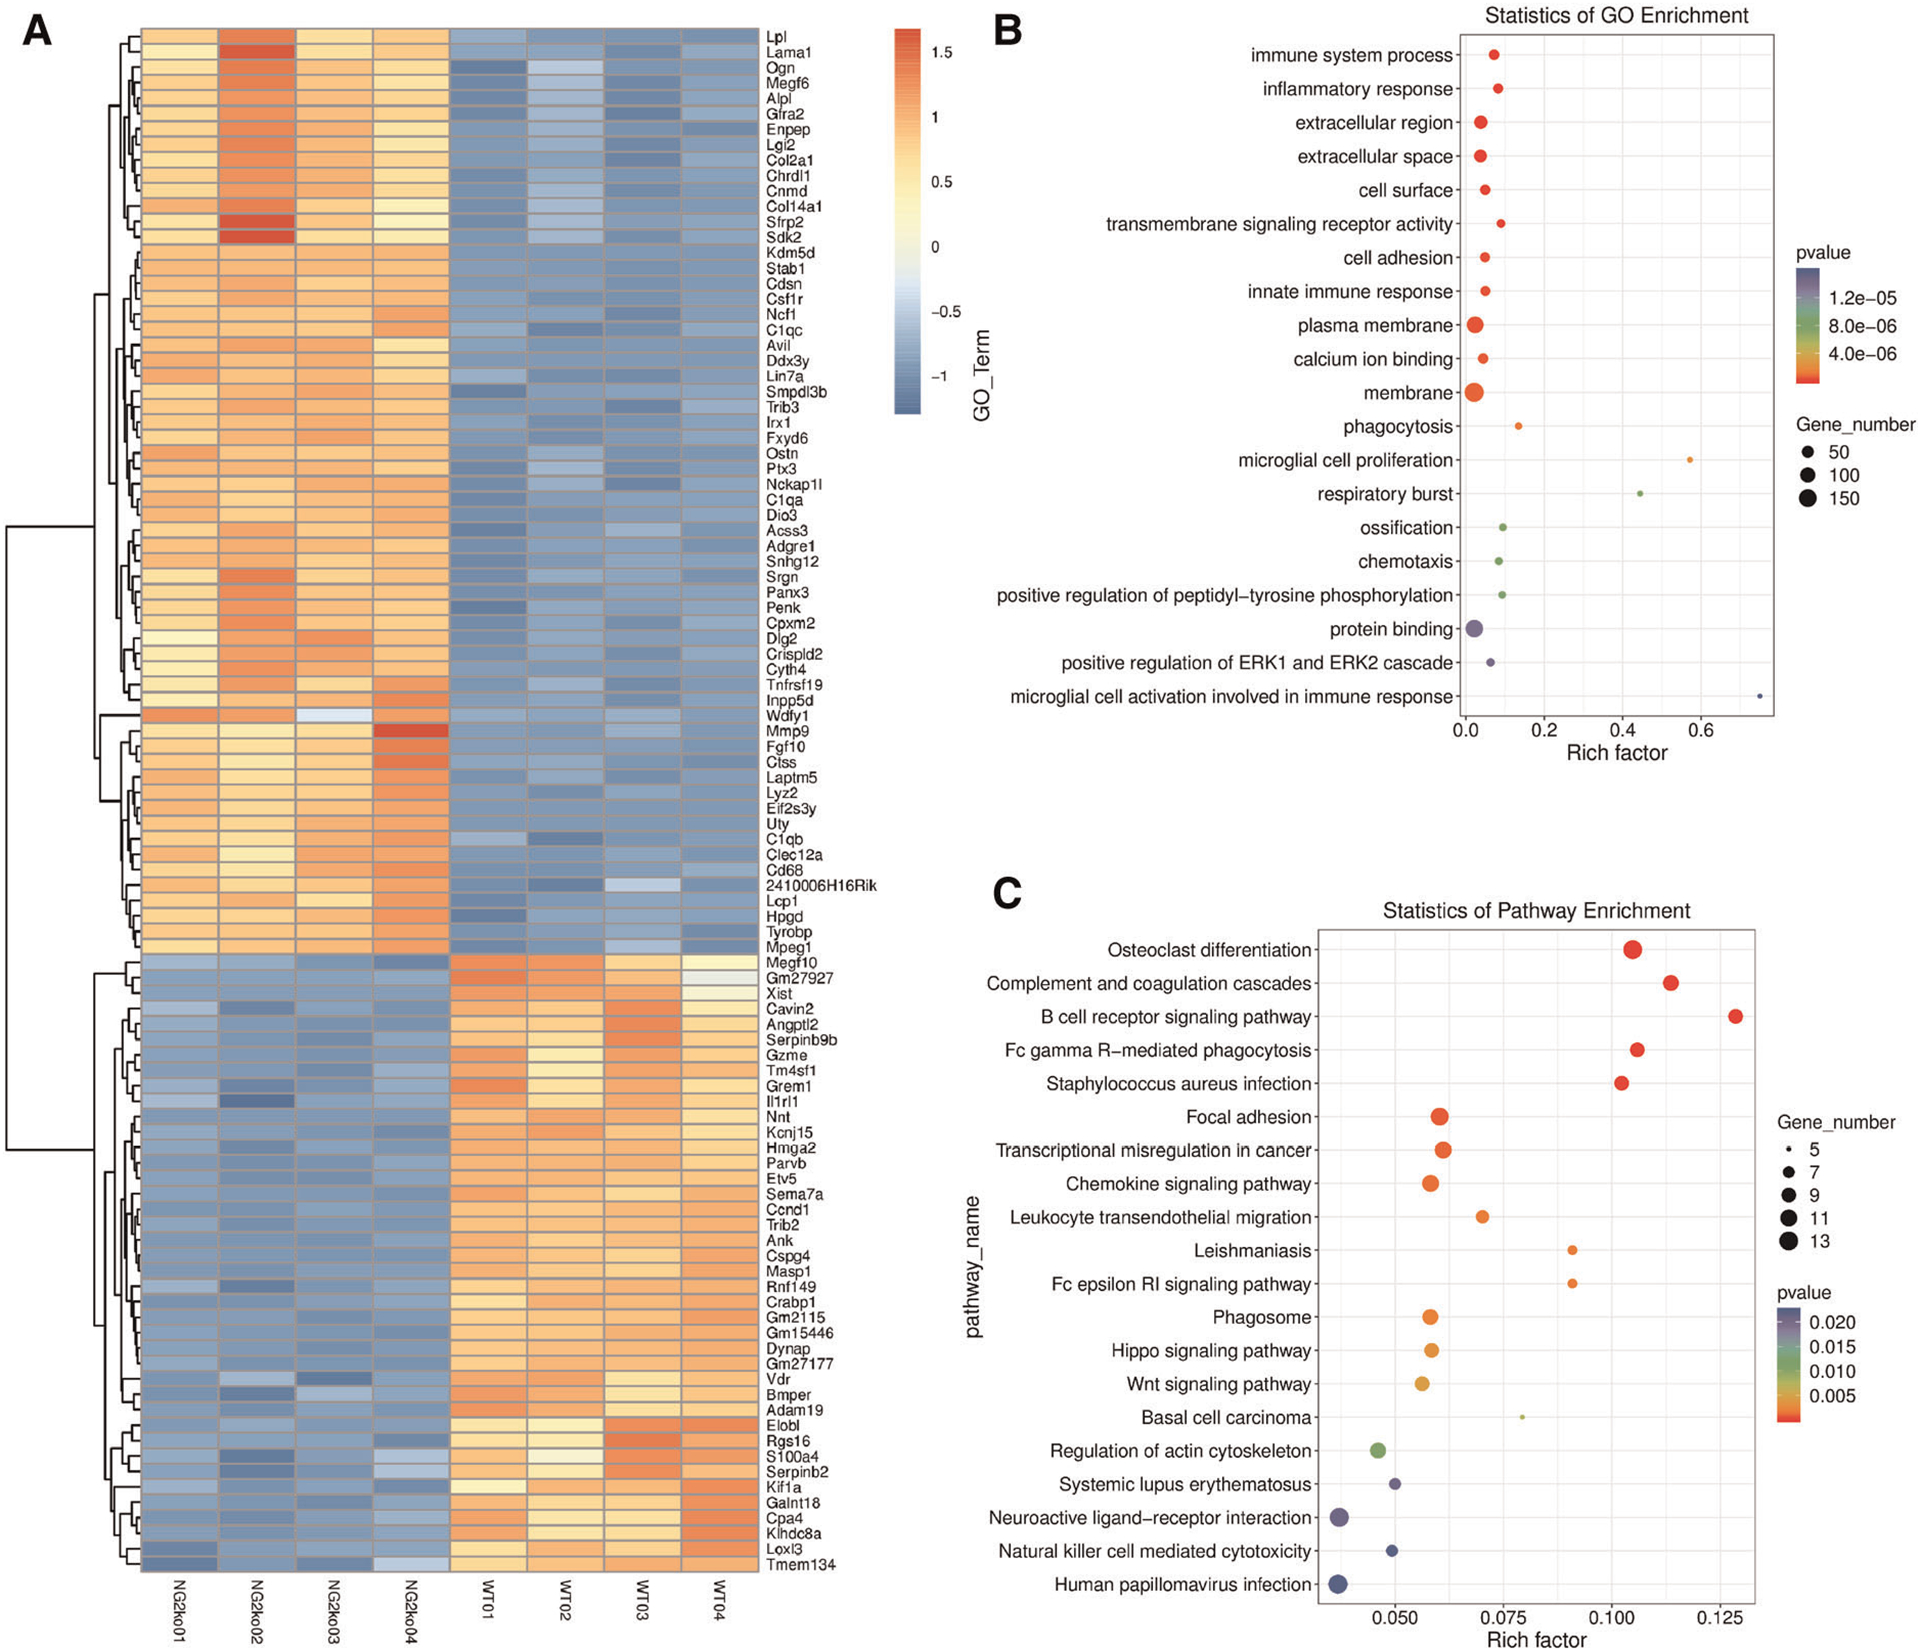
NG2/CSPG4 knockout mandibular fibrochondrocytes have a unique transcriptional profile. (A) Heat map of differentially expressed genes and transcripts in wild type (WT) and NG2/CSPG4 knockout (NG2ko) cells from a total RNA seq analysis. (B) A gene ontology enrichment analysis from the total RNA-seq data illustrating significant upregulation of the gene ontology network “positive regulation of ERK1 and ERK2 cascade” as well as a number of other cell adhesion and protein binding families. (C) A KEGG pathway enrichment analysis from the total RNA-seq data. *N* = 4/genotype group.

**FIGURE 7:**
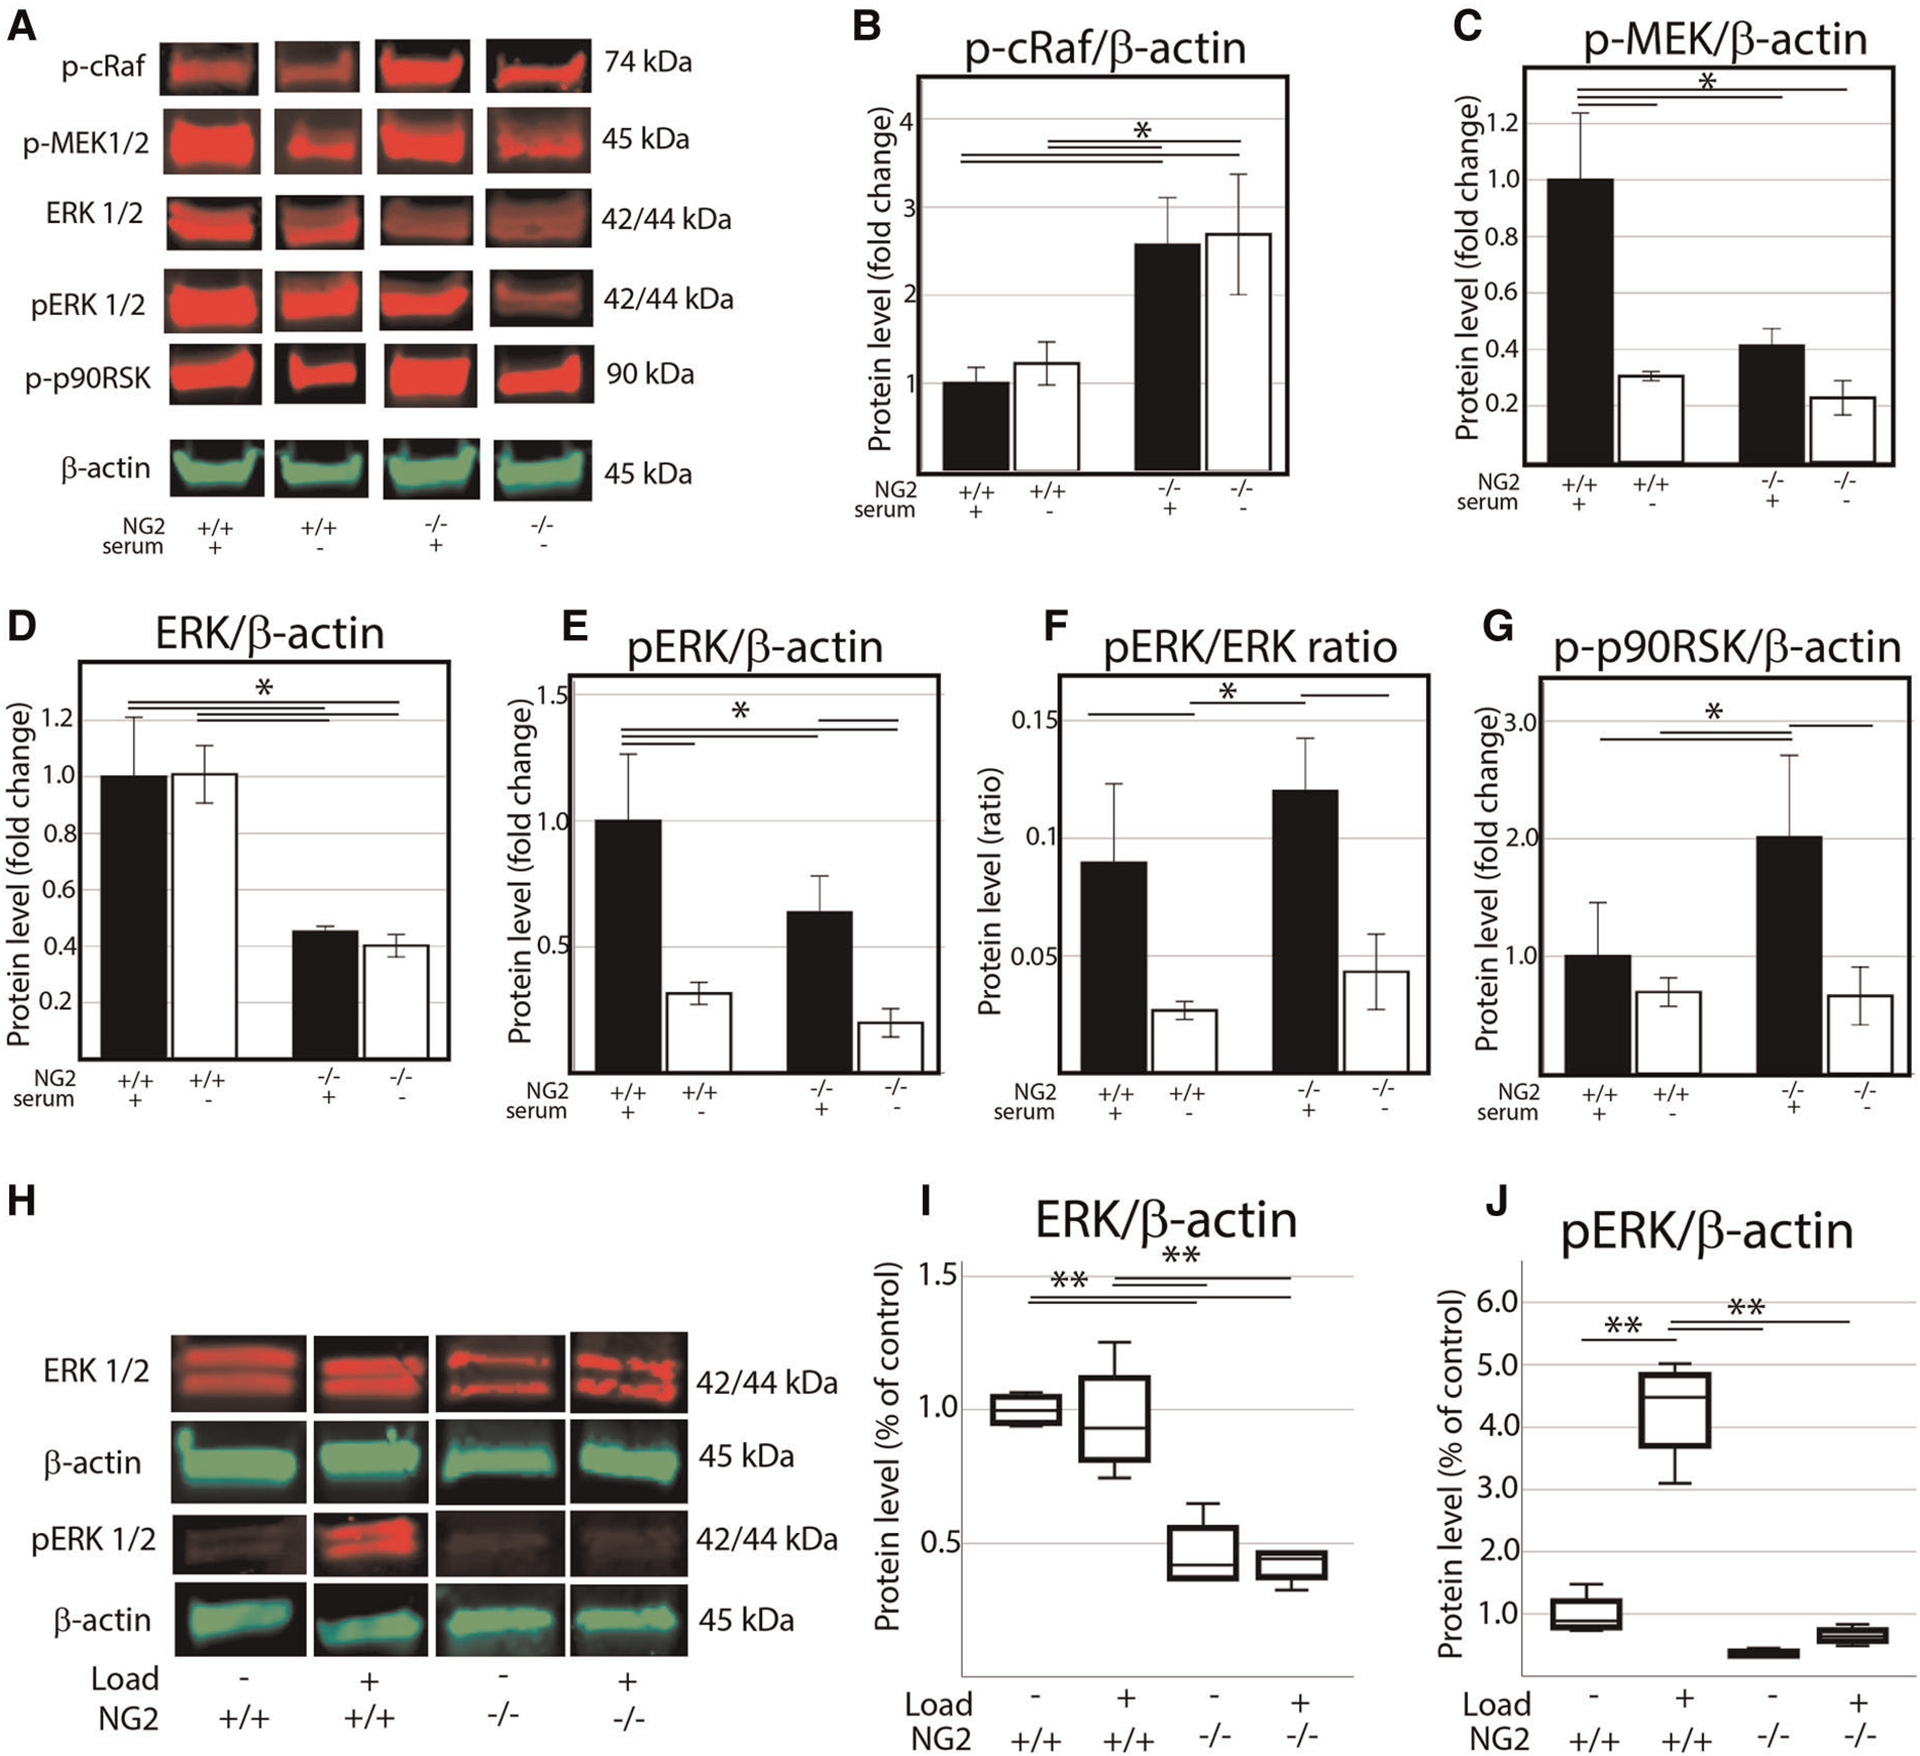
NG2/CSPG4 knockout mandibular fibrochondrocytes have suppressed p44/p42 MAPK (ERK 1/2) signaling and deficiencies in the mechanical activation of ERK 1/2. (A) Western blot analysis of the ERK 1/2 signaling axis in wild type and NG2/CSPG4 knockout (NG2ko) primary cells cultured in normal and low serum conditions. (B) Quantification of the phosphorylated cRaf western blot. (C) Quantification of the phosphorylated MEK 1/2 western blot. (D) Quantification of the total ERK 1/2 western blot. (E) Quantification of the phosphorylated ERK 1/2 western blot. (F) Quantification of the ratio of phosphorylated ERK/total ERK. (G) Quantification of the phosphorylated p90RSK western blot. (H) Western blot analysis of unloaded and loaded wild type and NG2/CSPG4 knockout primary mandibular illustrating protein levels of ERK 1/2 and phosphorylated ERK 1/2 (I–J) Quantification of western blot analysis illustrating that NG2ko cells have significantly lower levels of total ERK 1/2 and fail to phosphorylate ERK 1/2 in response to constrained static compressive loading. *N* = 4/genotype and experimental group. *p < 0.05; **p < 0.01.

**FIGURE 8:**
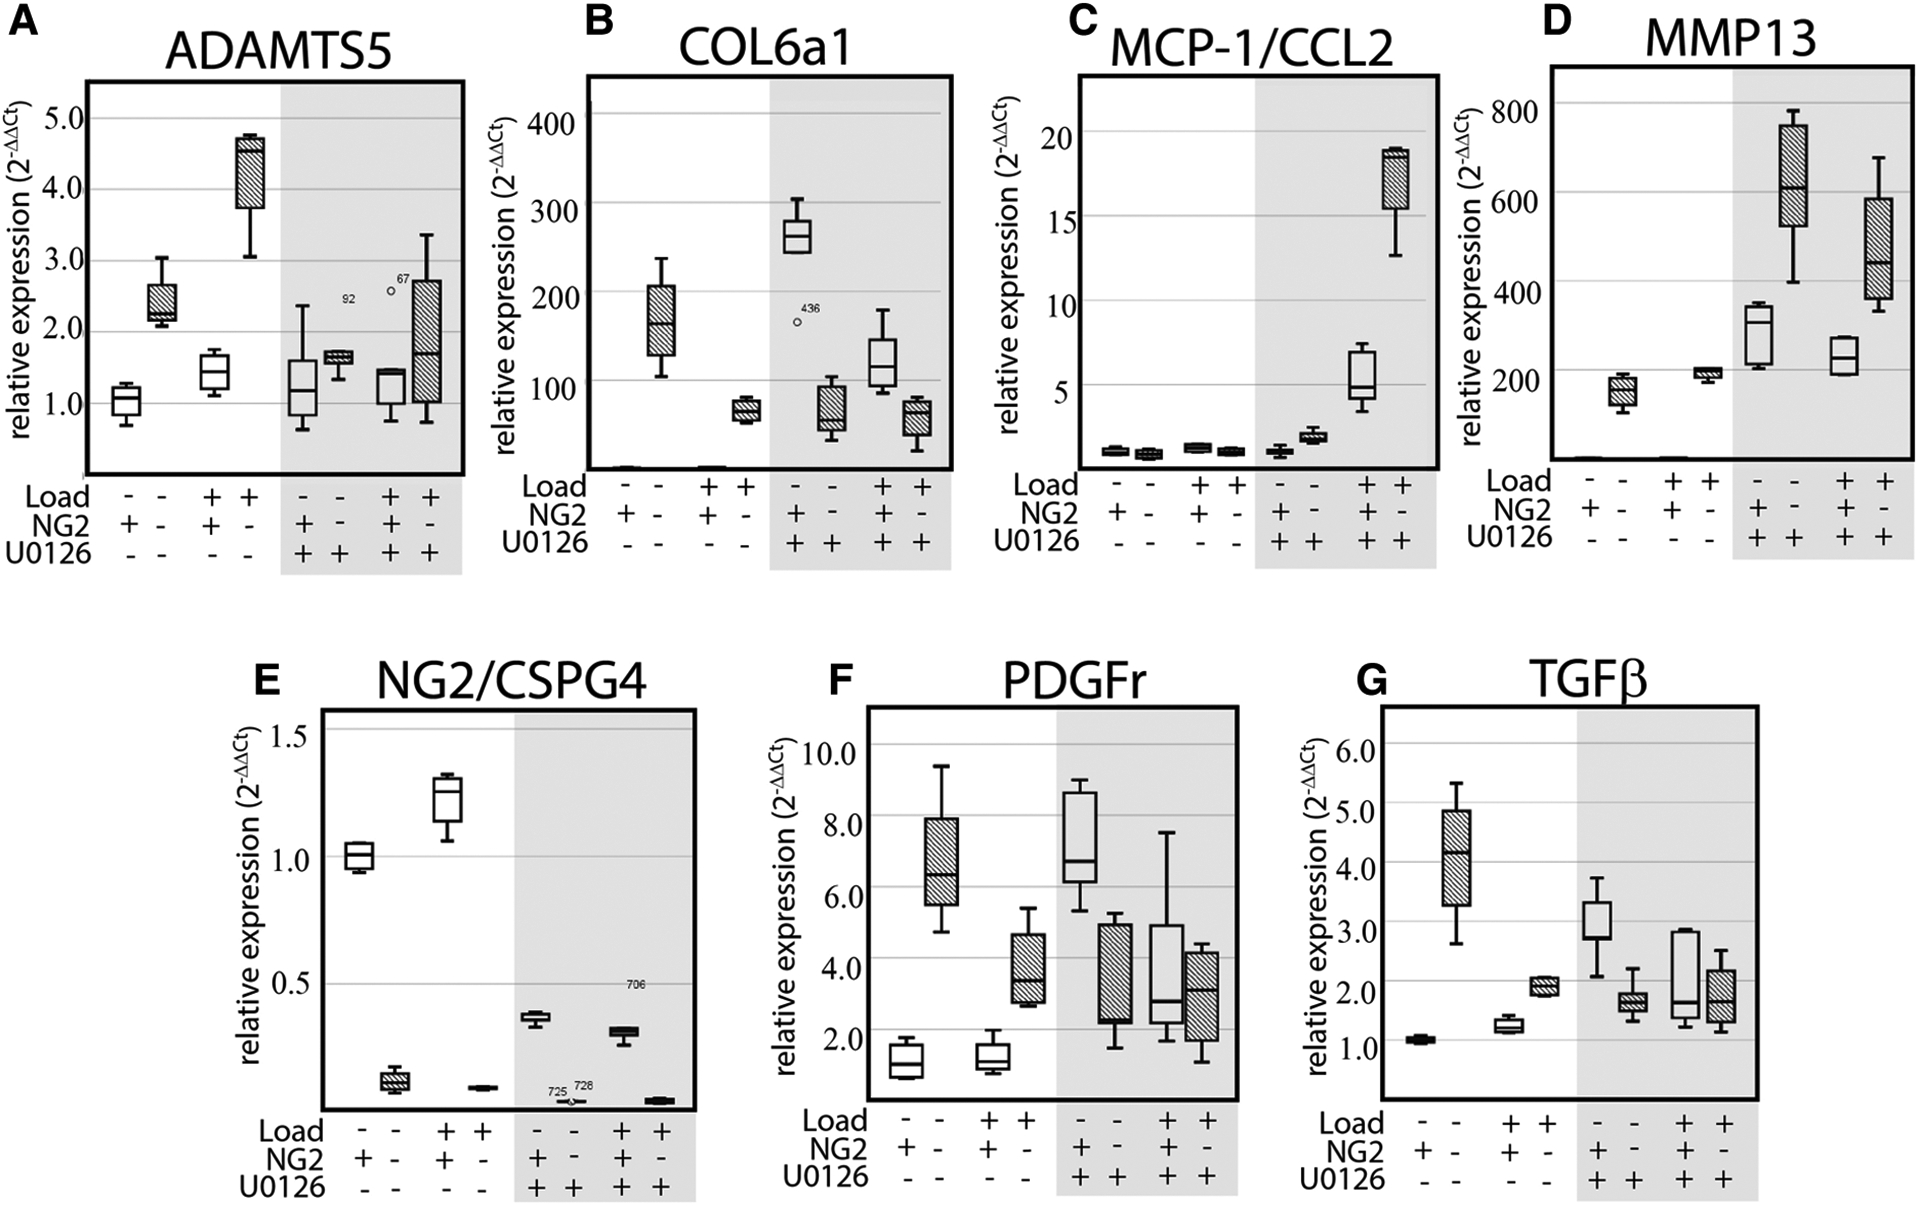
Mechanical loading alters the expression of key OA biomarkers in an NG2 and ERK 1/2 dependent manner. (A–G) RT-qPCR of WT and NG2ko cells treated in a compression bioreactor with and without the ERK 1/2 small molecule inhibitor U0126 illustrating NG2/CSPG4, loading, and ERK 1/2 dependent changes in a key OA biomarkers including ADAMTS5 (A), Col6a1 (B), MCP-1/CCL2 (C), MMP13 (D), NG2/CSPG4 (E), PDGFr (F), and TGFβ (G). Data standardized to the unloaded wild type sample and normalized to GAPDH using the ΔΔCq method. *N* = 4/genotype and experimental group. Significance values from multi-group comparisons are reported in the Supplementary Materials.

## Data Availability

RNAseq data deposited in the Gene Expression Omnibus: Series GSE214077 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214077.

## References

[1] TanakaE, DetamoreM, MercuriL. Degenerative disorders of the temporomandibular joint: etiology, diagnosis, and treatment. J Dent Res. (2008) 87(4):296–307. doi: 10.1177/15440591080870040618362309

[2] ZhaoZ, LiY, WangM, ZhaoS, ZhaoZ, FangJ. Mechanotransduction pathways in the regulation of cartilage chondrocyte homoeostasis. J Cell Mol Med. (2020) 24(10):5408–19. doi: 10.1111/jcmm.1520432237113PMC7214151

[3] ChuWC, ZhangS, SngTJ, OngYJ, TanW-L, AngVY, Distribution of pericellular matrix molecules in the temporomandibular joint and their chondroprotective effects against inflammation. Int J Oral Sci. (2017) 9 (1):43–52. doi: 10.1038/ijos.2016.5728282029PMC5379161

[4] ZelenskiNA, LeddyHA, Sanchez-AdamsJ, ZhangJ, BonaldoP, LiedtkeW, Type VI collagen regulates pericellular matrix properties, chondrocyte swelling, and mechanotransduction in mouse articular cartilage. Arthritis Rheumatol. (2015) 67(5):1286–94. doi: 10.1002/art.3903425604429PMC4414817

[5] ReedDA, YotsuyaM, GubarevaP, TothPT, BertagnaA. Two-photon fluorescence and second harmonic generation characterization of extracellular matrix remodeling in post-injury murine temporomandibular joint osteoarthritis. PLoS One. (2019) 14(3):e0214072. doi: 10.1371/journal.pone.021407230897138PMC6428409

[6] PolurI, LeePL, ServaisJM, XuL, LiY. Role of HTRA1, a serine protease, in the progression of articular cartilage degeneration. Histol Histopathol. (2010) 25 (5):599. doi: 10.14670/HH-25.59920238298PMC2894561

[7] XuL, ServaisJ, PolurI, KimD, LeePL, ChungK, Attenuation of osteoarthritis progression by reduction of discoidin domain receptor 2 in mice. Arthritis Rheum. (2010) 62(9):2736–44. doi: 10.1002/art.2758220518074PMC2946478

[8] BurgMA, TilletE, TimplR, StallcupWB. Binding of the NG2 proteoglycan to type VI collagen and other extracellular matrix molecules. J Biol Chem. (1996) 271 (42):26110–6. doi: 10.1074/jbc.271.42.261108824254

[9] TilletE, GentialB, GarroneR, StallcupWB. NG2 Proteoglycan mediates β1 integrin-independent cell adhesion and spreading on collagen VI. J Cell Biochem. (2002) 86(4):726–36. doi: 10.1002/jcb.1026812210739

[10] JooNE, MiaoD, BermúdezM, StallcupWB, KapilaYL. Shedding of NG2 by MMP-13 attenuates anoikis. DNA Cell Biol. (2014) 33(12):854–62. doi: 10.1089/dna.2014.239925166220PMC4248241

[11] NishiharaT, RemacleAG, AngertM, ShubayevI, ShiryaevSA, LiuH, Matrix metalloproteinase-14 both sheds cell surface neuronal glial antigen 2 (NG2) proteoglycan on macrophages and governs the response to peripheral nerve injury. J Biol Chem. (2015) 290(6):3693–707. doi: 10.1074/jbc.M114.60343125488667PMC4319034

[12] LarsenPH, WellsJE, StallcupWB, OpdenakkerG, YongVW. Matrix metalloproteinase-9 facilitates remyelination in part by processing the inhibitory NG2 proteoglycan. J Neurosci. (2003) 23(35):11127–35. doi: 10.1523/JNEUROSCI.23-35-11127.200314657171PMC6741053

[13] AsherRA, MorgensternDA, ProperziF, NishiyamaA, LevineJM, FawcettJW. Two separate metalloproteinase activities are responsible for the shedding and processing of the NG2 proteoglycan in vitro. Mol Cell Neurosci. (2005) 29 (1):82–96. doi: 10.1016/j.mcn.2005.02.00115866049

[14] NishiyamaA, LinX-H, StallcupW. Generation of truncated forms of the NG2 proteoglycan by cell surface proteolysis. Mol Biol Cell. (1995) 6 (12):1819–32. doi: 10.1091/mbc.6.12.18198590808PMC301335

[15] ReedDA, ZhaoY, HanM, MercuriLG, MiloroM. Mechanical loading disrupts focal adhesion kinase activation in mandibular fibrochondrocytes during murine TMJ osteoarthritis. J Oral Maxillofac Surg. (2021) 79 (10):2058.e1–2058.e15. doi: 10.1016/j.joms.2021.05.001PMC850091434153254

[16] XuL, PolurI, LimC, ServaisJ, DobeckJ, LiY, Early-onset osteoarthritis of mouse temporomandibular joint induced by partial discectomy. Osteoarthr Cartil. (2009) 17(7):917–22. doi: 10.1016/j.joca.2009.01.002PMC294134719230720

[17] NayakT, TrotterJ, SakryD. The intracellular cleavage product of the NG2 proteoglycan modulates translation and cell-cycle kinetics via effects on mTORC1/FMRP signaling. Front Cell Neurosci. (2018) 12:231. doi: 10.3389/fncel.2018.0023130131676PMC6090502

[18] AmpofoE, SchmittBM, MengerMD, LaschkeMW. The regulatory mechanisms of NG2/CSPG4 expression. Cell Mol Biol Lett. (2017) 22(1):4. doi: 10.1186/s11658-017-0035-328536635PMC5415841

[19] TamburiniE, DallatomasinaA, QuartararoJ, CortelazziB, MangieriD, LazzarettiM, Structural deciphering of the NG2/CSPG4 proteoglycan multifunctionality. FASEB J. (2018) 33(3):3112–28. doi: 10.1096/fj.201801670R30550356

[20] YotsuyaM, BertagnaAE, HasanN, BicknellS, SatoT, ReedDA. Neuron/glial antigen 2-type VI collagen interactions during murine temporomandibular joint osteoarthritis. Sci Rep. (2019) 9(1):56. doi: 10.1038/s41598-018-37028-130635602PMC6329769

[21] FeutlinskeF, BrowarskiM, KuM-C, TrnkaP, WaicziesS, NiendorfT, Stonin1 mediates endocytosis of the proteoglycan NG2 and regulates focal adhesion dynamics and cell motility. Nat Commun. (2015) 6:8535. doi: 10.1038/ncomms953526437238PMC4600748

[22] MidwoodKS, SalterDM. NG2/HMPG Modulation of human articular chondrocyte adhesion to type VI collagen is lost in osteoarthritis. J Pathol. (2001) 195(5):631–5. doi: 10.1002/path.98511745701

[23] JamilNS, AzferA, WorrellH, SalterDM. Functional roles of CSPG4/NG2 in chondrosarcoma. Int J Exp Pathol. (2016) 97(2):178–86. doi: 10.1111/iep.1218927292772PMC4926050

[24] MakagiansarIT, WilliamsS, MustelinT, StallcupWB. Differential phosphorylation of NG2 proteoglycan by ERK and PKCα helps balance cell proliferation and migration. J Cell Biol. (2007) 178(1):155–65. doi: 10.1083/jcb.20061208417591920PMC2064431

[25] BarrittDS, PearnMT, ZischAH, LeeSS, JavierRT, PasqualeEB, The multi-PDZ domain protein MUPP1 is a cytoplasmic ligand for the membrane-spanning proteoglycan NG2. J Cell Biochem. (2000) 79(2):213–24. doi: 10.1002/1097-4644(20001101)79:2<213::AID-JCB50>3.0.CO;2-G10967549PMC3501957

[26] MaD, KouX, JinJ, XuT, WuM, DengL, Hydrostatic compress force enhances the viability and decreases the apoptosis of condylar chondrocytes through integrin-FAK-ERK/PI3K pathway. Int J Mol Sci. (2016) 17(11):1847. doi: 10.3390/ijms1711184727827993PMC5133847

[27] RyanJA, EisnerEA, DuRaineG, YouZ, Hari ReddiA. Mechanical compression of articular cartilage induces chondrocyte proliferation and inhibits proteoglycan synthesis by activation of the ERK pathway: implications for tissue engineering and regenerative medicine. J Tissue Eng Regen Med. (2009) 3 (2):107–16. doi: 10.1002/term.14619177463PMC3777713

[28] YangK, WuY, ChengP, ZhangJ, YangC, PiB, YAP And ERK mediated mechanical strain-induced cell cycle progression through RhoA and cytoskeletal dynamics in rat growth plate chondrocytes. J Orthop Res. (2016) 34 (7):1121–9. doi: 10.1002/jor.2313826694636

[29] FitzgeraldJB, JinM, ChaiDH, SiparskyP, FanningP, GrodzinskyAJ. Shear- and compression-induced chondrocyte transcription requires MAPK activation in cartilage explants. J Biol Chem. (2008) 283(11):6735–43. doi: 10.1074/jbc.M70867020018086670

[30] LuN, MalemudCJ. Extracellular signal-regulated kinase: a regulator of cell growth, inflammation, chondrocyte and bone cell receptor-mediated gene expression. Int J Mol Sci. (2019) 20(15):3792. doi: 10.3390/ijms2015379231382554PMC6696446

[31] SunL, ZhaoJ, WangH, PanY, WangL, ZhangW-B. Mechanical stress promotes matrix synthesis of mandibular condylar cartilage via the RKIP-ERK pathway. J Mol Histol. (2017) 48(5–6):437–46. doi: 10.1007/s10735-017-9741-429119279

[32] DingL, HeyingE, NicholsonN, StroudNJ, HomandbergGA, BuckwalterJ, Mechanical impact induces cartilage degradation via mitogen activated protein kinases. Osteoarthr Cartil. (2010) 18(11):1509–17. doi: 10.1016/j.joca.2010.08.014PMC301362820813194

[33] VincentTL, HermanssonMA, HansenUN, AmisAA, SaklatvalaJ. Basic fibroblast growth factor mediates transduction of mechanical signals when articular cartilage is loaded. Arthritis Rheumatol.. (2004) 50(2):526–33. doi: 10.1002/art.2004714872495

[34] GoretzkiL, BurgMA, GrakoKA, StallcupWB. High-affinity binding of basic fibroblast growth factor and platelet-derived growth factor-AA to the core protein of the NG2 proteoglycan. J Biol Chem. (1999) 274(24):16831–7. doi: 10.1074/jbc.274.24.1683110358027

[35] PrasadamI, MaoX, WangY, ShiW, CrawfordR, XiaoY. Inhibition of p38 pathway leads to OA-like changes in a rat animal model. Rheumatology. (2012) 51 (5):813–23. doi: 10.1093/rheumatology/ker36022240502

[36] MatsushitaT, ChanYY, KawanamiA, BalmesG, LandrethGE, MurakamiS. Extracellular signal-regulated kinase 1 (ERK1) and ERK2 play essential roles in osteoblast differentiation and in supporting osteoclastogenesis. Mol Cell Biol. (2009) 29(21):5843–57. doi: 10.1128/MCB.01549-0819737917PMC2772724

[37] MurakamiS, BalmesG, McKinneyS, ZhangZ, GivolD, de CrombruggheB. Constitutive activation of MEK1 in chondrocytes causes Stat1-independent achondroplasia-like dwarfism and rescues the Fgfr3-deficient mouse phenotype. Genes Dev. (2004) 18(3):290–305. doi: 10.1101/gad.117910414871928PMC338282

[38] ChenZ, YueSX, ZhouG, GreenfieldEM, MurakamiS. ERK1 And ERK2 regulate chondrocyte terminal differentiation during endochondral bone formation. J Bone Miner Res. (2015) 30(5):765–74. doi: 10.1002/jbmr.240925401279PMC4487783

[39] PelaezD, AritaN, CheungHS. Extracellular signal-regulated kinase (ERK) dictates osteogenic and/or chondrogenic lineage commitment of mesenchymal stem cells under dynamic compression. Biochem Biophys Res Commun. (2012) 417(4):1286–91. doi: 10.1016/j.bbrc.2011.12.13122240026

[40] VincentT, McLeanC, FullL, PestonD, SaklatvalaJ. FGF-2 is bound to perlecan in the pericellular matrix of articular cartilage, where it acts as a chondrocyte mechanotransducer. Osteoarthr Cartil. (2007) 15(7):752–63. doi: 10.1016/j.joca.2007.01.02117368052

[41] YaoZ, ChenP, WangS, DengG, HuY, LinQ, Reduced PDGF-AA in subchondral bone leads to articular cartilage degeneration after strenuous running. J Cell Physiol. (2019) 234(10):17946–58. doi: 10.1002/jcp.2842730834523

[42] GhilardiSJ, O’ReillyBM, SgroAE. Intracellular signaling dynamics and their role in coordinating tissue repair. Wiley Interdiscip Rev Syst Biol Med. (2020) 12 (3):e1479. doi: 10.1002/wsbm.147932035001PMC7187325

[43] LoeserRF, EricksonEA, LongDL. Mitogen-activated protein kinases as therapeutic targets in osteoarthritis. Curr Opin Rheumatol. (2008) 20(5):581. doi: 10.1097/BOR.0b013e328309046318698181PMC2892710

[44] RosenfeldtH, GrinnellF. Fibroblast quiescence and the disruption of ERK signaling in mechanically unloaded collagen matrices. J Biol Chem. (2000) 275 (5):3088–92. doi: 10.1074/jbc.275.5.308810652290

[45] NishiyamaA, DahlinK, StallcupWB. The expression of NG2 proteoglycan in the developing rat limb. Development. (1991) 111(4):933–44. doi: 10.1242/dev.111.4.9331879362

[46] FukushiJ, InataniM, YamaguchiY, StallcupWB. Expression of NG2 proteoglycan during endochondral and intramembranous ossification. Dev Dyn. (2003) 228(1):143–8. doi: 10.1002/dvdy.1035912950088

[47] MidwoodKS, SalterDM. Expression of NG2/human melanoma proteoglycan in human adult articular chondrocytes. Osteoarthr Cartil. (1998) 6 (5):297–305. doi: 10.1053/joca.1998.012810197164

[48] PoliA, WangJ, DominguesO, PlanagumàJ, YanT, RyghCB, Targeting glioblastoma with NK cells and mAb against NG2/CSPG4 prolongs animal survival. Oncotarget. (2013) 4(9):1527. doi: 10.18632/oncotarget.129124127551PMC3824525

[49] NicolosiPA, DallatomasinaA, PerrisR. Theranostic impact of NG2/CSPG4 proteoglycan in cancer. Theranostics. (2015) 5(5):530. doi: 10.7150/thno.1082425767619PMC4350014

[50] BougaultC, PaumierA, Aubert-FoucherE, Mallein-GerinF. Investigating conversion of mechanical force into biochemical signaling in three-dimensional chondrocyte cultures. Nat Protoc. (2009) 4(6):928–38. doi: 10.1038/nprot.2009.6319478808

[51] GossetM, BerenbaumF, ThirionS, JacquesC. Primary culture and phenotyping of murine chondrocytes. Nat Protoc. (2008) 3(8):1253–60. doi: 10.1038/nprot.2008.9518714293

[52] YotsuyaM, Iriarte-DiazJ, ReedDA. Temporomandibular joint hypofunction secondary to unilateral partial discectomy attenuates degeneration in murine mandibular condylar cartilage. Bull Tokyo Dent Coll. (2020) 61 (1):9–19. doi: 10.2209/tdcpublication.2019-000832101827PMC8304519

[53] ImageJ RW. Health UNIo. Maryland, USA: Bethesda (2012).

[54] AdlerJ, ParmrydI. Quantifying colocalization by correlation: the Pearson correlation coefficient is superior to the mander’s overlap coefficient. Cytometry Part A. (2010) 77(8):733–42. doi: 10.1002/cyto.a.2089620653013

[55] OguraT, TsuchiyaA, MinasT, MizunoS. Methods of high integrity RNA extraction from cell/agarose construct. BMC Res Notes. (2015) 8(1):644. doi: 10.1186/s13104-015-1627-526537242PMC4632373

[56] MartinM Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet J. (2011) 17(1):10–2. doi: 10.14806/ej.17.1.200

[57] KimD, LangmeadB, SalzbergSL. HISAT: a fast spliced aligner with low memory requirements. Nat Methods. (2015) 12(4):357–60. doi: 10.1038/nmeth.331725751142PMC4655817

[58] PerteaM, PerteaGM, AntonescuCM, ChangT-C, MendellJT, SalzbergSL. Stringtie enables improved reconstruction of a transcriptome from RNA-seq reads. Nat Biotechnol. (2015) 33(3):290–5. doi: 10.1038/nbt.312225690850PMC4643835

[59] RobinsonMD, McCarthyDJ, SmythGK. Edger: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. (2010) 26(1):139–40. doi: 10.1093/bioinformatics/btp61619910308PMC2796818

How the deposited data were processed for this re-analysis (not part of the article)

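RNA of primary mandibular fibrochondrocytes at passage 4 was measured in 8 libraries, 4 from NG2/CSPG4 knockout (NG2ko) and 4 from wild type (WT) mice, which the paper gives as biological replicates. Groups and replicate numbers were taken from the sample labels. The authors removed adapter, low-quality and undetermined reads, checked quality with FastQC, mapped with HISAT2 to the mouse genome of Ensembl, assembled transcripts with StringTie, merged them, and estimated expression with StringTie and edgeR; their versions are not given in the paper's text. The deposited table holds, for each library, whole-number counts and FPKM by the authors for 55401 Ensembl genes. The counts are not normalized, and the paper's text does not name the counter. Every count of 0 has an FPKM of 0.0001, and 12 values at 0.0001 belong to counts above 0. All per-sample value columns were read, counts as the main values and FPKM as an alternative chosen after the data were examined.

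Total counts were 60317187 to 83668935 per library. Where a group has 0 counts in every library, folds are lower bounds against a floor of 3 counts in the 4 libraries of that group together, which covers counting error only. Counts were scaled by TMM and filtered by edgeR's filterByExpr with its default count minimum of 10, which left 17190 genes. They were tested with edgeR 4.0.16 under R 4.3.3 by the quasi-likelihood test with a robust prior, with genotype as the only term and Benjamini-Hochberg adjustment over the genes tested. Genes were called at an adjusted p under 0.05. The standard errors given are the absolute log2 fold change divided by the square root of the test's F statistic, and are not an output of edgeR. The study's thresholds, an unadjusted p under 0.05 and a log2 fold change above 1 or below -1, were applied to the same fit. A list of genes was tested by camera from limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, then with an estimated correlation, and with fry. Fry asks whether a list's own genes differ and does not compare them with other genes. Enrichment used a one-sided Fisher's exact test of the genes past the study's thresholds against the tested genes with an annotation in the table, over terms with at least 5 tested genes. Single values were compared by a two-sided exact permutation test of 4 against 4 libraries. The code was tested on simulated counts of the same design, with 200 genes set to change and 16754 genes tested. It recovered 40.6% of the genes changed 1.5-fold, and 13 of its 141 calls were false. DESeq2 1.42.0 served as an alternative, and figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

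Before the data were examined, 29 lists of genes were fixed: y_linked, x_inactivation, x_escape, paper_named_up, qpcr_panel, myeloid_markers, osteoclast, endothelial, mural_smooth_muscle, lymphoid, skeletal_muscle, chondrocyte, hypertrophic_chondrocyte, osteoblast, fibrous_superficial_layer, adipocyte, pericellular_matrix, erk_cascade_components, erk_target_genes, oa_proteases_inhibitors, ng2_shedding_proteases, integrin_focal_adhesion, hippo_yap_targets, wnt_targets_regulators, integrated_stress_response, interferon_response, cell_cycle, strain_6j_6n and erythroid_rna. The heat map in Fig. 6A had been seen by then, and several lists hold genes that it shows; its genes and the shares in Fig. 6C were written down by eye after a first fit had been viewed. The lists lymphoid and x_inactivation had 1 measured gene each and were not tested. The rule for named genes, fixed at the same time, took Cspg4, every gene the paper names for the sequencing and for its RT-qPCR panel, and the western blot targets. It also took the 10 largest rises and the 10 largest falls among called genes with a mean of at least 1 CPM in the higher group and no overlap between the groups, leaving out Gm and Rik models. From each list it took the up to 4 members with the smallest p, and every member of the ERK cascade list and of lists of 8 genes or fewer. Other genes named in the text were chosen after their values were seen. Single-gene results for some genes under this rule are not reported here.

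Alternatives fixed in advance were leaving out each library, a replicate block, no filter, a stricter filter, DESeq2, upper-quartile scaling, limma-voom, leaving out the lists y_linked, x_inactivation and myeloid_markers, camera with an estimated correlation, fry, lists without Fig. 6A members, other sets and backgrounds for the enrichment, and a window of 20 Mb around Cspg4. Added after the data were examined were FPKM with limma's trend method at pseudocounts of 0.1, 1 and 0.01, an ordinary prior in edgeR, and a fit without chromosomes X and Y. The sex of the pups is stated neither in the paper's text nor in the labels. The GO annotation of 1779 tested genes, 85 of the 552 past the study's thresholds among them, and parts of the KEGG annotation of 6 genes were not analysed here. The GO test, above all for the ERK1 and ERK2 term, therefore covers part of the annotation only and is not set beside the paper's counts of terms.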

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

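Tests of the following explanations were chosen after the values were seen: male and female pups, exchanged libraries, sex behind the autosomal genes, fewer fibrochondrocytes, reads moved between the Nnt entries, and called genes gathered elsewhere in the genome. The others were set before their own values were computed, but after a first fit of the same libraries had been viewed.

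Y-linked genes were read in every NG2ko library and Xist in every WT library. An exchange between the genotypes is argued against, since 0 libraries had Cspg4 on the other group's side, and sex chromosome genes are not the bulk of the changes, since 3.96% of the called genes lie on chromosomes X and Y. Eif2s3y and Uty had 0 counts in every WT library and were read in every NG2ko library, and Xist had 178 CPM in WT against 1.07 in NG2ko. These values argue against the same mix of sexes in both genotypes. They are the values that male NG2ko and female WT pups would give, although the sex of the pups is not stated. A test of this explanation used the 4 genes that escape X inactivation, whose median log2 fold change was -0.41, with 2 called lower. That test had also asked every tested Y entry to be higher, which was wrong for the 6 that were not, since 5 lie at the end of the chromosome, in the pseudoautosomal region shared with X, and Gapdh-ps15 is a pseudogene, whose reads can come from elsewhere. How many of the 2012 autosomal calls follow sex and how many the genotype cannot be told apart, because in 0 of the 8 libraries do the Y-linked level and the genotype part company.

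Myeloid marker genes were higher in NG2ko. Fewer fibrochondrocytes, which raises every other cell type alike, stays open. The myeloid list rose by 1.92 more on the log2 scale than the mean of the endothelial, mural and skeletal muscle lists (two-sided exact permutation test, p = 0.0286). That comparison needs these cell types to be present, which was not tested. The endothelial and skeletal muscle lists were low, with means of -0.461 and 0.295 log2 CPM in WT. Whether fibrochondrocytes express the mural genes was not tested either. More myeloid cells in the NG2ko cultures stay open, since within the genotypes the markers varied together more than 90.3% of 10000 random lists matched on expression, short of the 95% set before that value was computed; the most abundant markers were Lyz2 at 277 and Mpeg1 at 15.3 CPM. Expression of these genes by the fibrochondrocytes themselves, through the genotype or sex, was not tested and stays open. No sort of the cells by marker is described.

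Nnt and other genes of loci that differ between C57BL/6N and C57BL/6J were called. Reads moved between the overlapping Nnt entries are argued against as the only cause, since their sum was 1.97 times higher in NG2ko, with no overlap between the genotypes. The sum cannot tell whether reads moved as well. One entry had 28.1 CPM in WT and 0 in NG2ko, and the other 8.45 in WT and 72.1 in NG2ko. Whether C57BL/6N sequence was kept next to Cspg4 cannot be told from called genes, since kept sequence need not change RNA levels. Of the tested genes within 5 Mb, 11.5% were called, against 12.2% elsewhere. A share no larger than elsewhere had been set, before it was computed, as an argument against such sequence. The 104 genes are also too few to exclude a small excess. Elsewhere, 1 autosomal window of 5 Mb held more called genes than chance, at 65 to 70 Mb of chromosome 14 (18 of 43 called, adjusted p = 4.93e-04, one-sided hypergeometric test), where Entpd4 and Entpd4b lie; without its 10 overlapping entries, 10 of 33 were called (unadjusted p = 0.00464). Sequence kept from C57BL/6N in such places may account for part of the calls, which was not tested against the deleted gene itself.

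Further values stood apart from the other 3 libraries of their group, by the gap to the nearest library as a share of the group's range. Of 320 groups examined, 21 did so, where chance gives about 16, and those given here are part of the 21. In NG2ko 1, Xist (0.925; 3.30 CPM against 0.430 in the next library), H2bc6 (0.901) and the mean of the RT-qPCR panel (0.849) were high. In NG2ko 2, Sos1 (0.861) was low. In NG2ko 3, Ccnd1 (0.908) was high and Ajuba (0.870) and Wdfy1 (0.932) low. In NG2ko 4, Mmp9 (0.842) and the mean of the NG2 shedding proteases (0.878) were high. In WT 1, Fosl1 (0.832) was high. In WT 3, Clec12a (0.857), Ddx3y (1) and Tnnt3 (0.961) were high and Acp5 (0.859) and Axl (0.847) low. In WT 4, Ccnd1 (0.830) and Cd4 (1) were high and Itga6 (0.833), Parvb (0.871) and Xist (0.882) low.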

How the results depend on the processing

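The FPKM fits, the ordinary prior and the fit without chromosomes X and Y were chosen after the data were examined; the other alternatives were set before. Of 85 named genes called, 76 kept their call under every alternative that gave them a p, 9 lost it under at least 1 (among them Cd4, Col10a1, Kdm6a, Mki67, Pcdha12, Plk1, Spi1 and Wdfy1), and none reversed; some alternatives leave out part of these genes by their filter or by design. Leaving out each library gave 1454 to 1976 changed genes, 613 to 900 of them higher (613 without NG2ko replicate 3) and 838 to 1089 lower, from 2097, 937 and 1160 with all libraries. The count past the study's thresholds ran from 538 to 603 (337 to 401 higher, 188 to 233 lower), the lists called from 14 to 17, the GO terms from 28 to 33, the KEGG pathways from 13 to 21, Cspg4 from -4.79 to -4.44, and the odds ratio next to Cspg4 from 0.748 to 1.03 (1.03 without NG2ko replicate 2, 1.01 without WT replicate 2). With all libraries these were 552 (354 higher, 198 lower), 15 lists, 25 GO terms and 17 KEGG pathways. Every such fit called fewer changed genes and more GO terms than all libraries together; the cause was not tested.

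With no filter, the study's thresholds gave 927 genes (560 higher, 367 lower) and with the stricter filter 283 (177 and 106), 14 GO terms and 7 KEGG pathways; the filters change which genes are tested. Of the changed genes, 44.7% were higher with counts, and 56.6%, 56.6% and 56.4% in the FPKM fits at pseudocounts of 0.1, 1 and 0.01, which also change the filter and the test; the cause was not tested. FPKM with a pseudocount of 0.1 gave 217 (147 and 70), 11 GO terms and 6 KEGG pathways; with 1, 75 (46 and 29), 3 GO terms and 4 pathways; with 0.01, 244 (165 and 79) and 4 pathways; the cause was not tested. KEGG pathways numbered 5 without the y_linked, x_inactivation and myeloid_markers lists, whether these were left out of the fit or of the enrichment alone. Lower genes alone gave 3 GO terms and 0 KEGG pathways. Camera with an estimated correlation called 5 lists. Fry, which does not compare a list with other genes, called 20. It added qpcr_panel, osteoclast, osteoblast, erk_cascade_components, ng2_shedding_proteases and strain_6j_6n and lost interferon_response. The odds ratio next to Cspg4 was 1.16 with the window of 20 Mb (two-sided Fisher's exact test, p = 0.338), 1.01 with the stricter filter, 1.00 with DESeq2, 1.02 with upper-quartile scaling and 1.02 with limma-voom; none of these passed the test. With the replicate block 1823 genes changed; libraries of equal number were hardly correlated after the genotype means were removed (9.95e-04 to 0.0441), so the numbers do not pair them. In the simulated counts, at this depth and number of libraries, many changes of 1.5-fold were missed. Only 200 genes were set to change there, against 2097 called here, so these rates may not carry over to the real data.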

Differences from the paper's values

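Shares of changed genes in KEGG pathways were read by eye from Fig. 6C, at the study's thresholds. A share counts as close to the paper's when it is no more than 1.5 times higher or lower. For osteoclast differentiation the paper's share is about 0.10 in Fig. 6C, read by eye, and here it was 0.172 (17 of 99 tested genes). Of the alternatives set before the data were examined, those within 1.5 times the paper's value are the background of all annotated genes (0.144), the stricter filter (0.133), and leaving out the y_linked, x_inactivation and myeloid_markers lists from the fit or from the enrichment (0.128 each). The other 16 are not: DESeq2, limma-voom, upper-quartile scaling, no filter, the replicate block, the adjusted p with the fold threshold, higher or lower genes only, and the fits that leave out 1 library.

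For the Wnt pathway the paper's share is about 0.056 in Fig. 6C, read by eye, and here it was 0.0846 (11 of 130 tested genes), just beyond 1.5 times a value that is itself approximate. Of the same alternatives, 15 come within 1.5 times the paper's value, among them the background of all annotated genes (0.0688), the stricter filter (0.0504), no filter (0.0753), limma-voom (0.0769), the adjusted p with the fold threshold (0.0615), higher genes only (0.0769), the replicate block (0.0827) and each of the 8 fits that leave out 1 library (0.0606 to 0.0840). DESeq2, upper-quartile scaling, lower genes only and both ways of leaving out the 3 lists do not.

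The paper states that the Hippo pathway was among those engaged. Here its one-sided Fisher's exact p was 0.122, unadjusted, over tested genes. By the same one-sided Fisher's exact test it was under 0.05 with the background of all annotated genes (p = 0.0367) and with the stricter filter (p = 0.0308), and in the FPKM fits at pseudocounts of 0.1 (p = 0.00268) and 0.01 (p = 0.00518), which were chosen after seeing the values; over the alternatives set beforehand it ran from 0.0308 to 0.735. The shares of focal adhesion and Hippo genes that changed lie within 1.5 times those in Fig. 6C. All 60 genes that Fig. 6A shows as higher and all 40 that it shows as lower, as read by eye, were called in the same direction here. For Nnt, shown as lower, only the entry that fell was counted. The study chose these genes on the same libraries, so their directions are not independent evidence. Paper counts of GO terms were not compared, because part of the GO annotation was not analysed here.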

Other observations

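The tests with other splits of the libraries were set before their values were computed, but after a first fit had been viewed. In the genes of the paper's RT-qPCR panel, Cspg4 and Pdgfrb (-0.29), a receptor of mesenchymal cells, were lower in the unloaded NG2ko cells in culture, and Mmp13, a collagenase, was higher, with 89.1 ± 2.59 (SD, n = 4) in NG2ko and 63.1 ± 10.5 (SD, n = 4) in WT, in CPM (adjusted p = 0.0103, edgeR's quasi-likelihood test). Adamts5 (log2 fold change -0.09, 113 ± 6.81 in NG2ko and 120.4 ± 11.6 in WT), Col6a1 (2193 ± 142 in NG2ko and 2059 ± 168 in WT), Tgfb1 (-0.05) and Ccl2 (-0.10) did not pass the test. Adjusted over the list alone, 1 gene was higher and 2 were lower, and the list did not pass (camera adjusted p = 0.158). Fig. 6A shows Cspg4, so the panel is not wholly independent evidence. The paper measured these genes in condylar tissue (Fig. 4) and in cells in loaded and unloaded scaffolds (Fig. 8), which are other samples. For Fig. 8 it states that ADAMTS5, in a way that depended on loading, and MMP13 were increased in knockout cells. It also states an overall increase there of Col6a1, PDGFr and TGFβ. Of these genes, Mmp13 alone was higher here, and Pdgfrb was lower.

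The endocytic receptor Stab1 was higher in NG2ko, with 12.0 ± 0.256 in NG2ko and 1.64 ± 0.251 in WT. Genes named after their values were seen include the leukocyte gene Nckap1l (log2 fold change 2.34) and the prostaglandin D synthase Hpgds (2.57), both higher in NG2ko. On chromosome 14, the gene models Gm16867 (-4.72) and Gm27177 (-4.12), which overlap or adjoin Entpd4 genes, were lower. NG2ko 1 had 295 counts of Gm16867 and 1087 of Cspg4, more than the other NG2ko libraries.

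For 5 counts, all from the same fit and so not independent, chance in the grouping of the libraries is argued against at a share under 0.05. The real split also parts the libraries by the Y-linked genes, so it does not tell the deletion from sex. Of 35 splits of the 8 libraries into 4 and 4, 1 gave a value as large, the real split itself. For changed genes the real count was 2097 and the highest other 4. For genes past the study's thresholds these were 552 and 161, for gene lists called 15 and 14, for GO terms 25 and 15, and for KEGG pathways 17 and 2. Splits that exchanged 1 library of each genotype called 7 to 14 lists, so the number of lists alone parts the real split from the others by little.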
